# Transcriptome Changes Driving Multiple Regulatory Pathways Involved in TGF-β-Induced Anterior Subcapsular Cataract

**DOI:** 10.3390/cells15141263

**Published:** 2026-07-14

**Authors:** Sarah Y. Coomson, Chirag Parsania, Charles G. Bailey, Cynthia Metierre, Mary Flokis, Salil A. Lachke, Frank J. Lovicu

**Keywords:** TGF-β1, cataract, lens, transcriptome, epithelium, epithelial–mesenchymal transition (EMT), endoplasmic reticulum (ER) stress

## Abstract

Transforming Growth Factor-beta (TGF-β) promotes lens epithelial–mesenchymal transition (EMT) and fibrosis, contributing to anterior subcapsular cataract (ASC) formation. Transgenic mice overexpressing *TGF-β1* in the lens have been studied for over three decades, and yet the impact of active *TGF-β1*-overexpression on the lens epithelial transcriptome is undefined. We have addressed this knowledge gap by examining the gene expression landscape of these unique lens epithelia. High-throughput RNA-sequencing was performed on isolated lens epithelia from three-week-old *TGF-β1*-overexpression transgenic mice from two independent lines, OVE853 and OVE918, and wild-type mice. Downstream analyses included comparisons with lens datasets (e.g., cataract surgery model) and investigations using various resources/tools (e.g., Gene Ontology, CompBio, and iSyTE). Compared to wild-type murine lens epithelia, 384 differentially expressed genes (DEGs) were commonly identified in the lens of both transgenic lines. Candidates involved in EMT, inflammatory response, extracellular matrix organization, and mechano-sensation were elevated, while those involved in lipid metabolism, Wnt-suppression, Bmp- and Notch-activation were reduced. Comparative analyses with temporal transcriptomes on a mouse cataract surgery model identified overlapping pathological pathways, and some elevated genes, for example, endoplasmic reticulum stress genes, were consistent with human ASC data. This study provides the first comprehensive transcriptomic characterization of two independent TGF-β1 transgenic ASC models and identifies novel candidate downstream genes and pathways associated with TGF-β1 overexpression. All our data is made user-friendly and accessible through iSyTE.

## 1. Introduction

Human anterior subcapsular cataract (ASC) presents as a focal lens opacity characterized as a central fibrotic plaque beneath the anterior lens capsule. It can result from ocular trauma, ocular surgery, inflammation, long-term medications, and is also linked to atopic dermatitis [1]. ASC is derived through a distinct transformation of lens epithelial cells that undergo an epithelial-to-mesenchymal transition (EMT), where the epithelial cell monolayer is destabilized to lose its epithelial traits as cells transform into myofibroblasts [2,3]. These transformed cells secrete excessive amounts of extracellular matrix (ECM) and acquire migratory and contractile properties through the accumulation of alpha-smooth muscle actin and tropomyosin [4,5], allowing them to modify the overlying lens capsule with this fibrotic plaque, which is commonly associated with capsular “wrinkling”.

Transforming Growth Factor-beta (TGF-β) is a well-documented driver of ASC [6,7], along with inflammatory cytokines and enzymes, such as matrix metalloproteinases (MMPs) [8], which contribute to lens capsule remodeling and facilitate the migration of the transformed cells. Research by multiple laboratories over the years has focused on understanding the formation of fibrotic cataracts, particularly the inherent EMT process, using a variety of in vitro and in situ models. The findings that ASC shares common mechanisms with another form of cataract, posterior capsule opacification (PCO, also referred to as secondary cataract), resulting from post-cataract surgical complications, have seen a large impetus in exploring the underlying molecular and cellular properties of EMT [9].

Researchers have adopted different models to emulate the EMT associated with the complex pathophysiology of human ASC and PCO, from immortalized lens epithelial cell lines [10], lens epithelial explants and ex vivo cultured whole lens, to in situ lens wounding models (including a cataract surgery mouse model), as well as more complex transgenic mouse models that result in fibrotic plaque formation, as utilized in the current study [11].

In vitro studies using cultured lens cells have provided many important insights into cataract formation, from the initial identification of TGF-β as the primary inducer of EMT [1,5,12,13] to understanding the cellular and molecular changes involved in this process, including its regulation by characterizing the multiple integrated signaling pathways [14,15]. While “native” human lens epithelial explants are more clinically relevant for studies, their limited numbers and finite lifespan are a limiting factor, as is the case for immortalized human lens epithelial cell lines and three-dimensional (3D) lens organoids. In contrast, in vivo animal models, albeit more expensive, allow the study of the onset and long-term maturation of cataracts in their native ocular environment (e.g., bathed by aqueous). In situ models, compromising the blood-aqueous barrier, including injury-induced EMT to the murine lens that emulate traumatic cataract, similar to ASC, and mock-cataract surgery leading to EMT associated with PCO, are dependent on technical consistency and have also provided many key molecular targets for intervention.

Mice engineered to overexpress a self-activating form of human TGF-β1, specifically in the lens, under the influence of a modified alpha-crystallin promoter, are considered the “gold standard” in situ model for mechanistic studies into fibrotic cataract formation [6,16]. These transgenic mouse lines allow researchers to follow the onset and development of anterior subcapsular plaques that are histologically identical to human ASC [6]. While comparative proteomic studies on human ASC with rodents mimic the “core” fibrotic program, the more acute injury-based and transgenic rodent studies differ in protein modifications (e.g., deamidation of crystallins) and metabolic signatures (e.g., oxidative damage) that may take many years in humans. Despite these limitations and the fact that the transgenic lines have already been well-characterized at the cellular and molecular level, there is a knowledge gap regarding the transcriptomic alterations associated with this in situ ASC pathology in both human and animal models.

Here, we present the first detailed high-resolution transcriptome analyses of the mature TGF-β1-induced pathological changes that form in two independent TGF-β1-overexpression transgenic mouse lines (OVE853, OVE918) [16]. Our findings identify the gene expression changes linked to EMT, inflammatory response, and ECM remodeling, which are hallmarks of human ASC. Moreover, our study also uncovers a role for dysregulation of lipid metabolism and endoplasmic reticulum (ER) stress in TGF-β1-induced pathology, like that observed in human ASC, suggesting the utility of these mouse transgenic models for human ASC studies. Furthermore, these data identify other pathways and genes that are associated with loss of epithelial character (e.g., reduced BMP-signaling, reduced specific epithelial gene expression, reduced lipid metabolism, etc.) as well as new high-priority downstream genes of the TGF-β1 pathways, which may represent candidates for future investigations and therapeutic interventions.

## 2. Materials and Methods

### 2.1. Mouse Studies

All experimental procedures conformed to the Association for Research in Vision and Ophthalmology (ARVO) statement for the use of animals in ophthalmic and vision research and were approved by the University of Sydney animal ethics committee. Transgenic mice at three weeks of age, from families OVE853 and OVE918 on an FVB/N background (initially described by Srinivasan and colleagues [16]), were used for the present study and were compared to wild-type (WT) mice of the same background. The transgenic lines express a secreted, constitutively active form of human TGF-β1 under the control of the lens-specific murine αA-crystallin promoter. These lines develop ASC, and, as mentioned, have been extensively characterized [6,16]. For each of the different groupings, up to 28 inbred, homozygous weaner mice were assayed. To ensure biological variation and minimize any litter-specific bias, animals were randomly selected from different batches of different litters, with an equal distribution of males and females.

For OVE853 mice, we collected 3 samples for RNA extraction and sequencing, with each sample containing up to 18 freshly isolated lens epithelial explants from 9 mice containing an anterior subcapsular plaque. Similarly, for OVE918 mice, we collected 4 samples, with each sample containing up to 14 freshly isolated lens epithelial explants from 7 mice containing an anterior subcapsular plaque. For comparison, we collected 3 samples of lens epithelia for RNA extraction and sequencing from up to 9 WT mice per sample. All tissues for each sample were immediately pooled in cold 500 µL Trizol reagent and stored at −80 °C for subsequent RNA extraction. RNA extraction from lens epithelial explants was performed according to the manufacturer’s instructions. Total RNA (2.5 µg) was DNase-treated using the TURBO DNA-*free* Kit (Invitrogen, VIC, Australia) as per the manufacturer’s protocol. RNA quantity and quality were determined using the RNA 6000 Nano kit on a Bioanalyzer (Agilent Technologies, VIC, Australia). All RNA samples with a RIN value of >7.0 were sent for mRNA sequencing (150 bp paired end, Illumina) at the Australian Genome Research Facility.

### 2.2. RNA-Seq Data Processing, Visualization, and Differential Expression Analysis

RNA-seq data were processed similarly to the previous analysis [17]. Briefly, paired-end RNA sequencing libraries (150 bp read length) were processed using a standardized computational workflow. Raw reads were trimmed to remove sequencing adapters and low-quality bases using Cutadapt (v5.2) [18]. Trimmed reads were aligned to the mouse reference genome (GRCm39) using STAR (v2.7.11b) [19]. Aligned reads were quantified at the gene level using featureCounts (v2.0.8) [20] with reverse-stranded read assignment. Per-sample RNA integrity (RIN), sequencing depth, and mapping statistics are provided in Supplementary Table S1. Gene expression values were calculated as fragments per kilobase of transcript per million mapped reads (FPKM) by normalizing raw counts to both gene length and library size. Gene lengths were determined from the NCBI RefSeq genome annotation (mm39.ncbiRefSeq.gtf) by the sum of the exonic sequences and matched to the count matrix by gene identifiers. Genes with expression ≥ 2 FPKM in at least half of all samples were retained and subjected to downstream differential expression analysis. The corresponding raw count matrix was then subset for differential expression analysis. Normalization was performed using the trimmed mean of M-values (TMM) method in edgeR via the calcNormFactors function [21]. A no-intercept design matrix was generated using model.matrix (~0 + group), with separate columns corresponding to WT, OVE853, and OVE918. Dispersions were estimated using estimateDisp with robust estimation. Differential gene expression analysis was conducted using edgeR (v4.6.3) [22] in R (4.5.0) and was assessed using the quasi-likelihood GLM framework implemented in glmQLFit and glmQLFTest. Pairwise contrasts were performed for OVE853 versus WT and OVE918 versus WT using makeContrasts. *p*-values were adjusted for multiple testing using the Benjamini–Hochberg method, and genes with an absolute log_2_ fold change ≥ 1.0 and a false discovery rate (FDR) ≤ 0.05 were designated as significantly differentially expressed. To assess global transcriptomic variation and sample relationships, principal component analysis (PCA) and multidimensional scaling (MDS) plots were generated using normalized expression data. No batch correction was applied because all samples were processed using the same library preparation protocol and sequencing workflow, and the PCA/MDS analyses did not identify any outlier samples. Top candidates were analyzed by using the iSyTE lens expression database as previously described [23,24,25] to examine their expression in the normal lens at different ages spanning embryonic through aging. A complete raw gene count matrix used for differential expression analysis is provided in Supplementary Table S2. Detailed RNA-seq preprocessing procedures are provided in Supplementary Data S1, and the complete R code used for downstream analyses is provided in Supplementary Data S2. The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE336537.

### 2.3. Gene Ontology (GO) Term Enrichment and Pathway Analysis

Gene Ontology (GO) enrichment analysis was performed using the clusterProfiler (v4.16.0) [26] package in R. This comprised independent analysis of GO Biological Process (BP), GO Molecular Function (MF), and GO Cellular Component (CC) to identify functional categories enriched among the differentially expressed genes (DEGs). Pathway-level analysis was also performed using curated gene sets from the Hallmark collection obtained from the msigdbr package (v25.1.1) [27,28] to identify coordinated biological pathways associated with the DEGs. For the comparison of DEGs in the *TGF-β1* overexpression and the post-cataract surgery (PCS) models [29,30,31,32], GO terms were identified using the “GOTERM_BP_DIRECT” annotation category using the bioinformatics tool DAVID [33,34]. The statistical significance of overlap was assessed using the hypergeometric distribution implemented in the R function phyper [35]. Directionality concordance was calculated as the proportion of overlapping genes exhibiting the same direction of differential expression in both datasets. For the 6 h PCS comparison, a *p*-value cut-off of <0.05 was used, while for the other stages, an FDR cut-off of <0.05 was used. A similar comparative analysis was performed using a published human capsular bag transcriptomic dataset (Cap24H vs. Cap0H) [36], and directionality concordance was assessed as described above.

### 2.4. Comprehensive Multi-Omics Platform for Biological InterpretatiOn (CompBio) Analysis

Enriched biological themes associated with the elevated and the reduced DEGs were identified using the Comprehensive Multi-omics Platform for Biological InterpretatiOn (CompBio), a web-based analytical tool developed at Washington University School of Medicine (GTAC@MGI, https://gtac-compbio-ex.wustl.edu (accessed on 10 April 2026)) [37]. CompBio analyzes gene lists to identify literature-derived biological concepts and groups the frequently co-occurring concepts into themes. Theme enrichment was evaluated using the normalized enrichment score (NEScore), and themes with an NEScore ≥ 1.3 and an associated *p*-value < 0.1 were considered significant. The identified significant themes were annotated to highlight key pathways and CompBio’s automated annotations were adopted where appropriate. An overview of the workflow for downstream data analysis is summarized in Figure 1.

## 3. Results

### 3.1. RNA-Seq Analysis of Isolated Lens Epithelia from the TGF-β1 Lens-Overexpressing Transgenic Mice

To gain insights into the transcriptomic changes induced by active *TGF-β1* overexpression in the mouse lens, we performed RNA-seq on lens epithelia isolated from the transgenic mouse lines OVE853 and OVE918 and wild-type (WT) controls at three weeks of age. Paired-end libraries (150 base pairs in length) were sequenced, and an average of 40.9 million reads were obtained per sample. 

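RNA of pooled lens epithelial explants from mice at 3 weeks of age was sequenced in 10 libraries, 3 from WT, 3 from OVE853 and 4 from OVE918 mice. Each WT and OVE853 sample was pooled from up to 9 mice and each OVE918 sample from up to 7, so that the replicates are pools and not single animals. OVE853 and OVE918 are transgenic families on the FVB/N background that secrete a constitutively active human TGF-β1 from the lens-specific αA-crystallin promoter, and the whole explanted epithelium entered the libraries, not the isolated plaque. The authors trimmed the reads with Cutadapt, aligned them to GRCm39 with STAR and counted read pairs on the genes of the RefSeq annotation with featureCounts in reverse-stranded mode. They deposited these counts for 50763 genes without normalization. Total counts on genes ranged from 24073311 to 28645174 in WT (median 26368077), from 27409730 to 31908525 in OVE853 (median 27440481) and from 25342220 to 28562553 in OVE918 (median 26962654). These totals are the depth behind the values, whereas the sequenced read pairs listed in Supplementary Table S1 average 40.5 M per library. RNA integrity numbers (RIN) lay between 7.5 and 9.5. The most abundant gene, Cryaa, took 8.23% to 13.0% of a library's counts and the 10 most abundant genes 20.3% to 32.0%. In the 12 comparisons of a pair of libraries of the same group, the chi-square statistic per degree of freedom was between 20.0 and 214. This statistic sets separate pools of mice against counting error alone, so that a value over 1 is no sign of a faulty library.

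Counts were scaled by edgeR's TMM factors, which lay between 0.880 and 1.11, and levels are given as CPM on that scale, as mean ± SD over the libraries of a group. The 3 groups were fitted together with edgeR's quasi-likelihood model, as in the study's methods, and differentially expressed genes (DEGs) had an FDR of at most 0.05 after Benjamini-Hochberg adjustment and an absolute log2 fold change of at least 1. Genes were tested where they had at least 2 FPKM in 5 of the 10 libraries. The gene lengths for FPKM came from the GENCODE vM39 annotation of GRCm39, since the RefSeq lengths were not used here, and this choice decides which genes near the limit were tested. Gene positions are given on GRCm39 from the same annotation.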

Reads were aligned to the *Mus musculus* reference genome (GRCm39) using STAR (v2.7.11b) [19] with an average total mapping rate of 77.3%, including 74.1% uniquely mapped reads (Supplementary Table S1). First, we examined the data by performing principal component analysis (PCA) and multi-dimensional scaling (MDS). Both PCA and MDS showed that the datasets clustered largely based on sample type (Figure 2A,B). 

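In the principal component analysis of the scaled log2 CPM of 11098 genes, the first component held 35.5% of the variance and the second 27.6%. The first component did not separate the groups by itself. WT libraries had scores of 10.5, 50.7 and 132, OVE853 libraries of -53.2, -52.8 and -61.0, and OVE918 libraries of 6.57, -51.5, -30.1 and 48.9. Along the second component, all WT and OVE853 libraries had scores between 21.0 and 54.8 and all OVE918 libraries scores between -124 and -14.6. WT replicate 3, with the score of 132, and OVE918 replicate 4, with the score of -124, lay farthest from their own groups. The root mean square distance between libraries, in log2 units, had a median of 0.528 within WT, 0.283 within OVE853 and 0.388 within OVE918. Between WT and OVE853 the median was 0.590 and between WT and OVE918 it was 0.694, while the 12 distances between OVE853 and OVE918 had a median of 0.390, close to the spread within OVE918. The alternative that moved the analysis most was leaving the genes unscaled, with 50.7% and 20.5% on the first pair of components.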

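With exon lengths of the annotation's Primary transcripts, 11098 genes had at least 2 FPKM in 5 or more of the 10 libraries and were tested. Of the 50763 genes in the count table, 43252 carried a symbol of the GENCODE vM39 annotation and 22 more were matched through a RefSeq synonym, which left 7489 genes without a length. Requiring the FPKM minimum in 6 libraries gave 10844 genes. With edgeR's filterByExpr in place of FPKM, which needs no gene length, 18058 genes passed, and 31082 genes had at least 1 count.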

The RNA-seq analysis identified 10,566 genes to be expressed at ≥2.0 FPKM in at least six samples across the two transgenic lines and WT mice (Supplementary Tables S3 and S4). We applied stringent criteria to identify differentially expressed genes (DEGs) in comparisons between each of the transgenic lines and the control. The volcano plots for OVE853 vs. WT and OVE918 vs. WT highlight the DEGs that passed stringent criteria (log_2_ fold change ≥ 1.0, FDR ≤ 0.05, ≥2.0 FPKM) (Figure 2C,D). 

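Tgfb1 lies on chromosome 7 from 25386390 to 25404506. Its level was 54.3 ± 6.41 CPM in WT (SD, n = 3), 350 ± 11.3 CPM in OVE853 (SD, n = 3) and 775 ± 78.0 CPM in OVE918 (SD, n = 4). The log2 fold change over WT was 2.69 in OVE853 (standard error 0.13, FDR = 7.06e-07), a fold change of 6.43, and 3.83 in OVE918 (standard error 0.13, FDR = 1.03e-07), a fold change of 14.3, each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every transgenic library lay above every WT library. Leaving out any 1 of the 10 libraries kept the log2 fold change between 2.63 and 2.78 in OVE853 and between 3.77 and 3.94 in OVE918. Tested directly, the level in OVE918 exceeded that in OVE853 by a log2 fold change of 1.15 (FDR = 0.00388 from the same edgeR test with Benjamini-Hochberg adjustment). The transgene encodes human TGF-β1, and counts on the mouse gene cannot separate its transcripts from those of the endogenous gene.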

Importantly, *TGF-β1* was robustly elevated in both transgenic lines (Figure 2E,F). 

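Of the 11098 genes tested, 491 were DEGs in OVE853 (279 elevated, 212 reduced) and 622 in OVE918 (286 elevated, 336 reduced). At an FDR of at most 0.05 alone, 1752 genes differed between OVE853 and WT and 2111 between OVE918 and WT. In 487 of the 491 DEGs of OVE853 all transgenic libraries lay on one side of all WT libraries, as they did for 45.4% of all genes tested, where 10% is the share by chance for 3 libraries against 3. For OVE918 the same held for 607 of the 622 DEGs and for 27.2% of all genes, against 5.71% by chance for 4 against 3. Among the genes listed in Supplementary Table S5, 481 of 517 were tested and 444 were DEGs here, and of those in Supplementary Table S6 it was 581 of 627 tested and 558 called. On simulated counts with 200 genes changed 4-fold among 11098, the same steps recovered 195 in each line with 1 false call. The changed genes were drawn from those above a count minimum, and no simulated library was set apart from its group. These rates therefore do not carry over to smaller changes, weaker genes or an unusual library. Filtering with filterByExpr, under which more genes are tested, gave 1244 DEGs in OVE853 and 1587 in OVE918. Without WT replicate 3 there were 273 elevated and 123 reduced genes in OVE853 and 274 elevated and 250 reduced genes in OVE918. Without OVE853 replicate 1 or replicate 3, the reduced DEGs of OVE853 numbered 132 and 131.

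**Figure D1:**
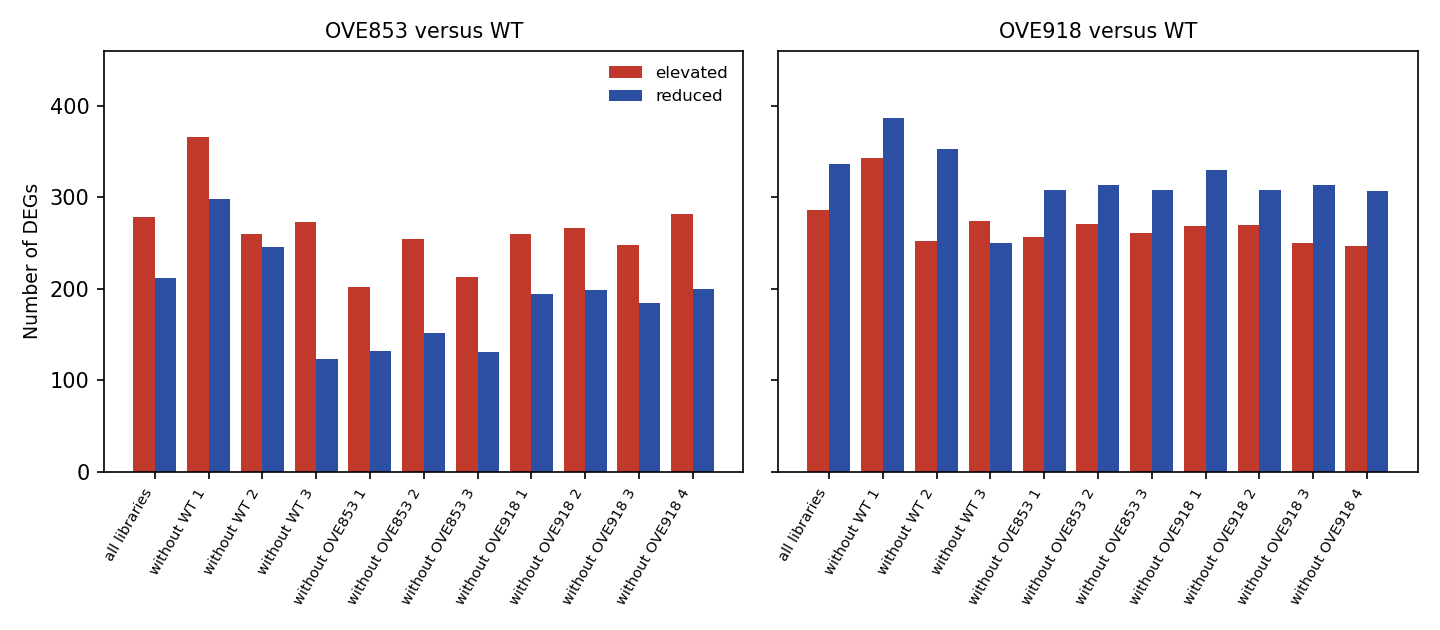
Number of DEGs in OVE853 versus WT and in OVE918 versus WT (vertical axis) with all libraries and with each of the 10 libraries left out in turn (horizontal axis), where red bars are elevated and blue bars reduced genes. Without WT replicate 3 the reduced genes of OVE853 drop from 212 to 123, while its elevated genes change from 279 to 273.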

A total of 517 DEGs (280 elevated, 237 reduced) were identified in OVE853, while 627 DEGs (286 elevated, 341 reduced) were identified in OVE918 (Figure 2C,D; Supplementary Tables S5 and S6). Heatmap representations show the top 100 DEGs in the OVE853 vs. WT and the OVE918 vs. WT comparisons (Figure 2G,H). 

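The DEGs of OVE853 and of OVE918 had 370 genes in common, of which 200 were elevated and 170 reduced. Of the genes in Supplementary Table S7, 358 of 384 were tested and 333 were common DEGs here. Another 121 genes were DEGs in OVE853 alone and 252 in OVE918 alone, and in a direct test of OVE918 against OVE853, 5 and 21 of them were DEGs. With an FDR of at most 0.05 and no minimum fold change, 1127 genes were common. Both comparisons use the same WT libraries, and in 20 simulations of unchanged groups compared with one set of WT libraries at most 1 gene became a common DEG. The common reduced DEGs fell from 170 to 104 without WT replicate 3 and to 112 without OVE853 replicate 3.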

A total of 384 DEGs were commonly identified in both transgenic lines (Figure 2I,J, Supplementary Table S7). Among these candidates, 383 of the 384 DEGs shared the same trend in the context of differential expression (Figure 2I). Indeed, of the 384 DEGs, 200 were commonly elevated, while 183 were commonly reduced in both transgenic lines (Figure 2J). 

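All 370 genes past the threshold in both lines here changed in the same direction, and 0 changed in opposite directions. Sharing the WT libraries by itself makes directions agree among top-ranked genes. In simulations of unchanged groups, a median of 98.5% of the 370 genes with the smallest p-values changed in the same direction. Those genes were ranked and not past the threshold, since at most 1 gene became a common DEG. The simulations therefore do not show how much of the agreement of the 370 DEGs comes from sharing. Supplementary Table S7 marks 1 gene as opposite, Chi3l1, on chromosome 1 from 134109889 to 134117919. Its level was 31.0 ± 20.2 CPM in WT (SD, n = 3), 6.35 ± 1.52 CPM in OVE853 (SD, n = 3) and 98.8 ± 46.2 CPM in OVE918 (SD, n = 4). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change was -2.28 in OVE853 (FDR = 0.0391) and 1.67 in OVE918 (FDR = 0.0698), so that it was a DEG in OVE853 only. The difference between the lines was itself a log2 fold change of 3.95 (FDR = 0.0355, same edgeR test with Benjamini-Hochberg adjustment).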

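Among the 200 genes elevated in both lines, the log2 fold change was larger in OVE918 for 95. Among the 170 reduced in both lines, the fall was larger in OVE918 for 131. Between the lines, 19 of the 370 common DEGs differed past the same threshold. WT replicate 3 had the highest level of the 3 WT libraries for 131 of the 170 reduced genes (77.1%), as against 40.4% of all genes tested.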

The magnitude of change in expression (in log_2_ fold change) of the majority of the genes correlated across both transgenic lines (*r* = 0.97) (Figure 2I), suggesting the robust nature of the commonly identified DEGs across OVE853 and OVE918. 

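Across the 370 common DEGs, Pearson's r between the log2 fold changes of the lines was 0.975 and Spearman's rho was 0.940. Genes are not independent replicates, so that no p is given. Part of r comes from the separation of elevated from reduced genes, since r was 0.931 within the 200 elevated and 0.631 within the 170 reduced genes. Across all 11098 genes tested r was 0.847, with 72.9% of the genes changed in the same direction, against a median of 68.1% in simulations of unchanged groups. The shared WT libraries raise these values by themselves. In simulations of unchanged groups against the same WT libraries, r across all genes had a median of 0.546 (range 0.524 to 0.617), and across the 370 genes with the smallest p-values it had a median of 0.936 (range 0.883 to 0.963). When the WT libraries were divided so that the lines shared none, r across the common DEGs was between 0.885 and 0.952 in the 6 possible ways, with a median of 0.933, and across all genes between 0.520 and 0.704. From the correlation of the fold changes, the paper proposes that the common DEGs are robust across OVE853 and OVE918.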

The top 20 commonly elevated genes and reduced genes in OVE853 and OVE918 are listed (Table 1).

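Of the 20 elevated genes in Table 1, 17 were tested and all 17 were DEGs in both lines. Serpina3m, Gjb2 and Serpina3g were under the FPKM minimum. The largest rises were in genes close to the limit of detection in WT. Opalin, on chromosome 19 from 41045254 to 41065553, had 0 counts in every WT library, and its level of 3.50 ± 1.76 CPM in OVE853 (SD, n = 3) and 14.8 ± 5.57 CPM in OVE918 (SD, n = 4) was at least 29.6-fold and at least 125-fold higher than the floor of 3 counts. Zim1 rose from 0.326 ± 0.222 CPM in WT (SD, n = 3) to 45.8 ± 7.01 CPM and 50.4 ± 22.7 CPM, with log2 fold changes of 7.16 in OVE853 and 7.30 in OVE918 (FDR = 8.37e-05 and 3.28e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Serpina3n, the most abundant gene of the list, went from 67.0 ± 14.1 CPM in WT (SD, n = 3) to 991 ± 133 CPM in OVE853 (SD, n = 3) and 1391 ± 250 CPM in OVE918 (SD, n = 4). Serpina3n, Serpina3m and Serpina3g are near-identical paralogs among which the counting could divide reads, so that their separate values are uncertain.

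Of the 20 reduced genes, 17 were tested and 13 were DEGs in both lines. Slc6a13 fell by 3.18 in OVE853 and by 4.77 in OVE918 on the log2 scale, and Aldh3a1 by 3.65 and 4.11. Calb2 and Stmn3 were past the FDR limit in neither line, Cplx3 and Scg2 in OVE853 only, and Sncg, Cartpt and Gng13 were under the FPKM minimum. The level of Calb2 in WT, 43.6 ± 60.5 CPM (SD, n = 3), came mostly from WT replicate 3. Without that library 14 of the 17 genes were tested and 11 were DEGs in both lines, and for Rlbp1 the log2 fold change in OVE918 shrank from -2.65 to -1.15. Best2, Slc6a13 and Wfdc1 are also markers of the non-pigmented ciliary epithelium, and Aldh3a1 is also a marker of the cornea.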

### 3.2. Gene Ontology and Pathway Analysis of Common DEGs

Pathway analysis and gene ontology (GO) analysis were next performed to gain insights into the common DEGs. Analysis of the 384 genes using the hallmark gene sets in the Molecular Signatures Database (MSigDB) [27,28] identified “Epithelial Mesenchymal Transition” among the top significantly enriched terms (Figure 3A), among other terms. 

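Supplementary Table S8 lists 30 common DEGs under the Hallmark term for EMT. All 30 were tested, and 29 were DEGs in both lines here, 24 elevated and 5 reduced. The median log2 fold change of the 30 genes was 1.84 in OVE853 and 2.43 in OVE918. In the fit without WT replicate 3, 25 were past the threshold in both lines. These genes were chosen from the same libraries, so that their number is a recount and not independent evidence.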

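Under the Hallmark term for inflammatory response, the 9 genes of Supplementary Table S9 were all elevated DEGs in both lines, with median log2 fold changes of 2.21 in OVE853 and 2.03 in OVE918, and all 9 were called again without WT replicate 3. The 24 elevated genes of the EMT term in the same table were also all past the threshold in both lines, and 22 of them without WT replicate 3.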

Analysis of the 200 commonly elevated candidates identified “Inflammatory Response” in addition to “Epithelial Mesenchymal Transition” and other terms. Analysis of the 183 commonly reduced candidates identified only a single term, “Estrogen Response Early”. 

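For this term, 8 of the 9 genes in Supplementary Table S10 were reduced past the threshold in both lines, with median log2 fold changes of -1.44 in OVE853 and -1.72 in OVE918 over the 9 genes. Without WT replicate 3, 8 of the 9 genes were tested and 5 were reduced DEGs in both lines, as were 5 of 9 without OVE853 replicate 1. The paper's adjusted p for the term is 0.0464.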

The complete MSigDB Hallmark enrichment results for the common, commonly elevated, and commonly reduced DEG sets are provided in Supplementary Tables S8–S10. Next, ClusterProfiler-based analysis of the 384 common DEGs identified the GO terms “Extracellular Matrix” (Cellular Component, CC), “Inflammatory Response” (Biological Process, BP), and “Signaling Receptor Activity” (Molecular Function, MF), among others (Figure 3B, Supplementary Table S11). 

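Of the genes that Supplementary Table S11 lists under these terms, 41 of 42 extracellular matrix genes were tested and all 41 were DEGs in both lines, 25 elevated and 16 reduced. For the inflammatory response 34 of 36 genes were past the threshold in both lines, 21 elevated and 13 reduced, and for signaling receptor activity it was 27 of 29, 18 elevated and 9 reduced. Leaving out WT replicate 3 made these numbers 33, 26 and 22.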

Analysis of the 200 commonly elevated candidates identified “Extracellular Matrix” (CC), “Inflammatory Response”, “Response to Mechanical Stimulus” and “Response to Fibroblast Growth Factor” (BP), “Signaling Receptor Activity”, and “Cell Adhesion Molecule Binding” (MF) (Figure 3C, Supplementary Table S12). 

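Among the elevated genes of Supplementary Table S12, all 25 of the extracellular matrix term and all 13 of the response to mechanical stimulus were DEGs in both lines. It was 21 of 22 genes for the inflammatory response, 9 of 10 for the response to fibroblast growth factor, 18 of 20 for signaling receptor activity and 14 of 15 for cell adhesion molecule binding. Median log2 fold changes of the 6 terms lay between 1.69 and 2.29 in OVE853. The elevated genes changed little when WT replicate 3 was left out, with 22 of 25 extracellular matrix genes and 20 of 22 inflammatory response genes past the threshold in both lines.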

Analysis of the 183 reduced candidates identified “Neuronal Cell Body”, “Extracellular Matrix” (CC), “Synaptic Signaling”, “Organic Acid Transport” (BP) and Transporter Activity-related terms (MF) (Figure 3D, Supplementary Table S13). Together, these findings provide novel insights into the nature of the cell defects upon overexpression of active *TGF-β1* in the mouse lens epithelium.

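Under the terms for reduced genes in Supplementary Table S13, 18 of 21 tested genes of the neuronal cell body term were DEGs in both lines, 16 of 16 of the extracellular matrix, 19 of 24 of synaptic signaling, 13 of 14 of organic acid transport and 17 of 21 of transporter activity. These numbers fell with single libraries left out. In the fit without WT replicate 3 they were 9 of 21, 11 of 16, 11 of 22, 6 of 13 and 9 of 19 genes tested. Leaving out OVE853 replicate 1 gave 9 of 21, 11 of 16, 11 of 24, 7 of 13 and 11 of 20, its replicate 2 gave 9 of 21, 10 of 16, 12 of 23, 8 of 13 and 12 of 20, and its replicate 3 gave 8 of 21, 11 of 16, 12 of 24, 8 of 14 and 11 of 21. Similar falls for each of these libraries do not single out any of them, since fewer libraries also remove calls. The median log2 fold changes in OVE853 also shrank without WT replicate 3. They went from -1.68 to -1.12 for synaptic signaling and from -1.47 to -1.36 for the extracellular matrix.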

### 3.3. TGF-β1 Overexpression Elevates EMT-Associated Genes in the Lens

Because pathway analysis pointed to the elevation of EMT genes upon *TGF-β1* overexpression, we focused on candidates associated with EMT. 

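Of 12 EMT-associated genes, all were tested and all 12 had a higher mean in each transgenic line than in WT. Col1a1, Fn1, Mmp2, Postn, Tagln, Tgfbi and Tnc, 7 in number, were DEGs in both lines. At an FDR of at most 0.05 without a minimum fold change 9 passed in both lines, and adjusted over the list alone 11 did. The paper took the list from the literature and tested it on these libraries, so that the counts are not independent evidence. Tagln, on chromosome 9 from 45840909 to 45847404, rose from 0.902 ± 0.553 CPM in WT (SD, n = 3) to 8.35 ± 3.03 CPM in OVE853 (SD, n = 3) and 19.5 ± 12.8 CPM in OVE918 (SD, n = 4), with log2 fold changes of 3.24 and 4.46 (FDR = 0.0104 and 0.00109, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mmp2 had log2 fold changes of 1.40 in OVE853 and 1.86 in OVE918, and Postn of 1.70 and 1.72. Lama5 was elevated past the threshold in OVE853 alone (log2 fold change 1.14) and Sdc1 in OVE918 alone (1.17), while the direct test between the lines called none of the 12 genes. Itga5 had log2 fold changes of 0.98 and 0.65, under the minimum of 1. For Itgb1 the log2 fold changes of 0.35 and 0.42 did not pass the FDR limit in either line (FDR = 0.187 and 0.109, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its libraries overlapped those of WT. Cdh2 passed the FDR limit in OVE853 and not in OVE918.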

The majority of 12 candidate genes (*Cdh2*, *Col1a1*, *Fn1*, *Itga5*, *Itgb1*, *Lama5*, *Mmp2*, *Postn*, *Sdc1*, *Tagln*, *Tgfbi*, and *Tmc*) associated with EMT—as per the literature—were found to be elevated in both transgenic lines (Figure 4A,B). Further, *Cdh1*, which is known to be downregulated with progressing EMT, was found to be reduced in both lines. 

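Cdh1 lies on chromosome 8 from 107329941 to 107396880 and had 334 ± 70.1 CPM in WT (SD, n = 3), 197 ± 28.1 CPM in OVE853 (SD, n = 3) and 218 ± 39.6 CPM in OVE918 (SD, n = 4). Its log2 fold change was -0.76 in OVE853 (standard error 0.19, FDR = 0.0212) and -0.61 in OVE918 (standard error 0.17, FDR = 0.0304) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both passed the FDR limit and neither reached the minimum fold change of a DEG. All OVE853 libraries lay below all WT libraries, whereas OVE918 replicate 2 overlapped them.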

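The mean level of Acta2 was 140 ± 29.6 CPM in WT (SD, n = 3), 116 ± 14.0 CPM in OVE853 (SD, n = 3) and 219 ± 55.9 CPM in OVE918 (SD, n = 4). With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, the log2 fold change over WT was -0.27 in OVE853 (FDR = 0.383) and 0.65 in OVE918 (FDR = 0.0439), the latter under the minimum fold change of a DEG. The highest OVE918 value was that of replicate 4. For S100a4 the levels were 118 ± 26.3, 100 ± 18.1 and 198 ± 75.0 CPM in the same order of groups, and the log2 fold changes of -0.24 and 0.75 did not pass the FDR limit (FDR = 0.608 and 0.104 in the edgeR test with Benjamini-Hochberg adjustment). A direct comparison of OVE918 with OVE853 gave a log2 difference of 0.92 for Acta2 (FDR = 0.0552) and 0.99 for S100a4 (FDR = 0.107, both edgeR with Benjamini-Hochberg adjustment), so that a difference between the lines was not detectable at the FDR limit for either gene.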

Interestingly, *Acta2*, which encodes α-smooth muscle actin and is known to be elevated with EMT, was found to be elevated in OVE918 but not OVE853, as was *S100A4*.

### 3.4. TGF-β1 Overexpression Elevates a Subset of Inflammatory Response Genes in the Lens

Pathway analysis showed that genes associated with the inflammatory response were elevated upon *TGF-β1* overexpression. To examine this in more detail, we focused on 9 candidates (*Axl*, *Ccl2*, *Ccl7*, *Hpn*, *Icam1*, *Lcn2*, *Nampt*, *Osmr*, and *Timp1*) associated with the inflammatory response as per the literature and found them to be elevated in both OVE853 and OVE918 (Figure 5A).

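All 9 genes had higher means in both lines, and 8 of them were DEGs in both. Hpn had the largest log2 fold change in OVE853 (3.55) and Ccl7 the largest in OVE918 (3.83). Timp1, on chromosome X from 20736316 to 20740976, rose from 10.7 ± 1.76 CPM in WT (SD, n = 3) to 56.8 ± 9.13 CPM in OVE853 (SD, n = 3) and 109 ± 30.1 CPM in OVE918 (SD, n = 4). Nampt rose from 39.0 ± 0.630 CPM (SD, n = 3) to 116 ± 12.2 CPM and 151 ± 17.8 CPM, with log2 fold changes of 1.58 (FDR = 2.11e-05) and 1.95 (FDR = 2.29e-06) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Axl had the smallest changes, 1.05 and 1.18. Lcn2 passed the threshold in OVE853 but not in OVE918, where its level of 34.0 ± 22.1 CPM (SD, n = 4) overlapped that of WT, 11.2 ± 2.94 CPM (SD, n = 3). Adjusted over the list alone, all 9 genes passed the FDR limit in both lines. The paper examined this list on the same libraries, so that this is not independent evidence.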

### 3.5. TGF-β1 Overexpression Dysregulates Extracellular Matrix Gene Expression in the Lens

Extracellular matrix (ECM) was identified as an enriched GO term by pathway analysis in both elevated and reduced DEGs. Among elevated DEGs, 19 genes (*Aebp1*, *Adamts4*, *Adamtsl1*, *Bcl3*, *Col1a1*, *Col27a1*, *Col5a3*, *Ctss*, *Ero1a*, *Fn1*, *Gfap*, *Hpn*, *Ltbp4*, *Mmp2*, *Phldb2*, *Postn*, *Scara3*, *Tgfb1*, and *Tgfbi*) were identified (Figure 5B). 

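Each of the 19 genes was a DEG in both lines. The log2 fold changes lay between 1.13 and 5.17 in OVE853 and between 1.07 and 5.13 in OVE918, with medians of 1.83 and 1.91. Bcl3 and Tgfbi were at the upper end, and Adamts4, at 100 ± 48.3 CPM in WT (SD, n = 3), 220 ± 17.2 CPM in OVE853 (SD, n = 3) and 210 ± 37.1 CPM in OVE918 (SD, n = 4), was at the lower end. Its call was sensitive to single libraries, since it was a DEG in 3 of the 10 fits that left out a library for OVE853 and in 2 of 10 for OVE918. Among collagen genes, Col5a3 rose by log2 fold changes of 3.55 and 3.96 and Col27a1 by 2.12 and 1.66. With WT replicate 3 left out, 16 of the 19 genes were DEGs in both lines. Of the 19 genes, 1 differed between the lines in the direct test, which was Tgfb1.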

Among the reduced DEGs, 17 genes (*Alpl*, *Apoe*, *Col18a1*, *Col23a1*, *Col9a3*, *Fbln7*, *Fmod*, *Lama3*, *Lrig1*, *Lrrn1*, *Ntn4*, *Optc*, *Rarres2*, *Sod3*, *Sparcl1*, *Spon2*, and *Tnxb*) were identified (Figure 5C). It should be noted that a majority of the candidates with reduced expression and GO-enriched ECM terms are known to be involved in ECM organization and are not associated with fibrosis (e.g., *Col18a1*, *Lama3*), unlike those identified as elevated and GO-enriched ECM. These findings suggest that *TGF-β1* overexpression may result in a complex interplay of mis-expressed genes associated with ECM remodeling in the lens.

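Lrrn1 was under the FPKM minimum and the other 16 genes were reduced DEGs in both lines. Their median log2 fold change was -1.47 in OVE853 and -2.24 in OVE918. For 6 genes the direct test between the lines also passed the threshold, with lower levels in OVE918 for Alpl, Col18a1, Col23a1, Col9a3, Fmod and Optc. Col18a1, on chromosome 10 from 76888012 to 77002390, fell from 436 ± 84.2 CPM in WT (SD, n = 3) to 178 ± 15.6 CPM in OVE853 (SD, n = 3) and 65.6 ± 16.0 CPM in OVE918 (SD, n = 4), with log2 fold changes of -1.29 and -2.73 (FDR = 0.00167 and 5.26e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lama3 fell by nearly the same amount in both lines, to 32.4 ± 2.35 CPM (SD, n = 3) and 31.2 ± 10.6 CPM (SD, n = 4) from 221 ± 55.5 CPM in WT (SD, n = 3). The log2 fold change of Sparcl1 in OVE918 went from -1.48 to -0.61 without WT replicate 3. Without that library 11 of the 16 genes were DEGs in both lines, and 10 without OVE853 replicate 2. Optc is also a marker of the non-pigmented ciliary epithelium.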

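The medians of the extracellular matrix lists were similar in both lines for the elevated genes, while the reduced genes lay further below WT in OVE918. From the elevated genes linked to fibrosis and the reduced genes linked to matrix organization, the paper proposes a complex interplay of mis-expressed genes in ECM remodeling.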

### 3.6. TGF-β1 Overexpression in the Lens Elevates Several Genes Linked to Mechano-Sensation, FGF Signaling and Cell Adhesion

*TGF-β1* overexpression leads to elevated expression of several genes that are associated with the GO term for response to mechanical stimulus. These include *Ccl2*, *Col1a1*, *Hpn*, *Itga2*, *Mmp2*, *Piezo2*, *Postn*, *Stra6*, *Tacr1*, *Tgfb1*, *Tnc*, *Tnfrsf11a* and *Whrn* (Figure 5D). 

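All 13 genes were DEGs in both lines, and all 13 again when WT replicate 3 was left out. Across the 10 fits that each left out a library, the number ranged from 10 to 13. Their median log2 fold change was 1.96 in OVE853 and 1.90 in OVE918. Stra6 rose from 8.38 ± 1.29 CPM in WT (SD, n = 3) to 32.6 ± 3.25 CPM in OVE853 (SD, n = 3) and 22.5 ± 3.03 CPM in OVE918 (SD, n = 4), and Itga2 from 4.78 ± 1.97 CPM to 14.8 ± 2.46 CPM and 20.8 ± 4.95 CPM. The largest change in OVE853 was that of Hpn. No gene of the list other than Tgfb1 differed between OVE918 and OVE853 past the threshold.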

Several genes that are linked to the GO for Fibroblast Growth Factor (FGF) signaling are found to be elevated upon *TGF-β1* overexpression in the lens. These are *Apln*, *Axl*, *Col1a1*, *Gpc1*, *Ngfr*, *Postn*, *Ror2*, *Spry1*, *Tek*, and *Tnc* (Figure 5E). 

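Of the 10 genes, 9 were DEGs in both lines, with median log2 fold changes of 1.80 in OVE853 and 1.95 in OVE918 over the list. Apln, on chromosome X from 47114019 to 47123775, rose from 1.40 ± 0.261 CPM in WT (SD, n = 3) to 10.7 ± 2.15 CPM in OVE853 (SD, n = 3) and 8.93 ± 1.98 CPM in OVE918 (SD, n = 4). Spry1 had log2 fold changes of 1.44 and 1.94 (FDR = 2.53e-05 and 1.85e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tek had log2 fold changes of 2.22 and 2.06 but an FDR of 0.0711 and 0.0744 in that edgeR test with Benjamini-Hochberg adjustment, since its WT level of 8.07 ± 6.70 CPM (SD, n = 3) varied between libraries. In the fit without WT replicate 3 all 10 genes, Tek included, were DEGs in both lines. Adjusted over the list alone, all 10 passed the FDR limit in both lines. The paper drew this list from its commonly elevated DEGs in the same libraries, so that passing this adjustment is not independent evidence.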

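Among 15 adhesion-related genes that include Dab2, Fxyd5, Glycam1, Gpnmb, Itga7, Mcam, Spp1 and Vcam1, 14 were DEGs in both lines and the median log2 fold change was 1.83 in OVE853 and 2.30 in OVE918. Glycam1, on chromosome 15 from 103471186 to 103473515, rose from 29.3 ± 10.9 CPM in WT (SD, n = 3) to 240 ± 52.8 CPM in OVE853 (SD, n = 3) and 468 ± 117 CPM in OVE918 (SD, n = 4), with log2 fold changes of 3.03 (FDR = 1.90e-04) and 4.00 (FDR = 1.96e-05) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Itga7 rose from 7.04 ± 0.240 CPM to 32.1 ± 10.5 CPM and 39.6 ± 7.23 CPM. Vcam1 had smaller changes, 1.72 and 1.52, which were past the threshold in 8 and 7 of the 10 fits that left out a library. Gpnmb was a DEG in OVE918 (log2 fold change 2.30), while in OVE853 its log2 fold change of 1.22 had an FDR of 0.0552 in the edgeR test with Benjamini-Hochberg adjustment. The direct test between the lines called none of the 15 genes.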

Genes linked to the GO term for cell adhesion that were elevated in *TGF-β1* overexpression lines were *Dab2*, *Fn1*, *Fxyd5*, *Gfap*, *Glycam1*, *Gpnmb*, *Icam1*, *Itga2*, *Itga7*, *Mcam*, *Postn*, *Spp1*, *Tgfbi, Tnc* and *Vcam1* (Figure 5F).

### 3.7. TGF-β1 Overexpression in the Lens Reduces Genes Associated with Synaptic Signaling and Transporter Activity

Overexpression of *TGF-β1* led to a reduction in a cohort of genes linked to GO terms of synaptic signaling and transporter activity. Interestingly, most of these genes were also found to be elevated in the normal lens epithelium. 

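For 10 synaptic signaling genes, the median log2 fold change was -1.59 in OVE853 and -2.13 in OVE918, and 9 were reduced DEGs in both lines. P2rx6, on chromosome 16 from 17379722 to 17395664, had 43.3 ± 6.81 CPM in WT (SD, n = 3), 15.2 ± 0.234 CPM in OVE853 (SD, n = 3) and 10.1 ± 1.53 CPM in OVE918 (SD, n = 4), with log2 fold changes of -1.51 (FDR = 1.09e-04) and -2.10 (FDR = 4.75e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Penk fell from 134 ± 60.5 CPM to 25.3 ± 6.57 CPM and 11.4 ± 4.64 CPM. Crhbp and Fam107a were also lower in OVE918 than in OVE853 in the direct test. Calb2 was not past the FDR limit in either line (FDR = 0.0539 and 0.0687, edgeR with Benjamini-Hochberg adjustment). For Sv2a the fall in OVE853 went from -1.46 to -0.85 on the log2 scale without WT replicate 3, and for Pdyn from -1.66 to -1.05. Without that library, 8 of the 10 genes were tested, 4 of the 8 were DEGs in both lines, and the median in OVE853 was -1.06.

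Of 9 transporter genes, 8 were reduced DEGs in both lines. The number was 6 of the 8 tested without WT replicate 3 and 5 of the 8 tested without OVE853 replicate 1. Kcnk1 had 62.6 ± 10.4 CPM in WT (SD, n = 3), 25.2 ± 0.0501 CPM in OVE853 (SD, n = 3) and 20.0 ± 1.43 CPM in OVE918 (SD, n = 4), and its libraries of either line lay below those of WT. The most abundant gene, Slc6a6, had log2 fold changes of -1.19 and -2.01. Slc1a3 passed the threshold in OVE853 and not in OVE918 (FDR = 0.0563, edgeR with Benjamini-Hochberg adjustment), and its log2 fold change there went from -1.76 to -0.85 without WT replicate 3. The summed level of 26 retinal neuron markers, none of them among the genes above, was 404 and 383 CPM in WT replicates 1 and 2 and 1766 CPM in WT replicate 3.

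**Figure D2:**
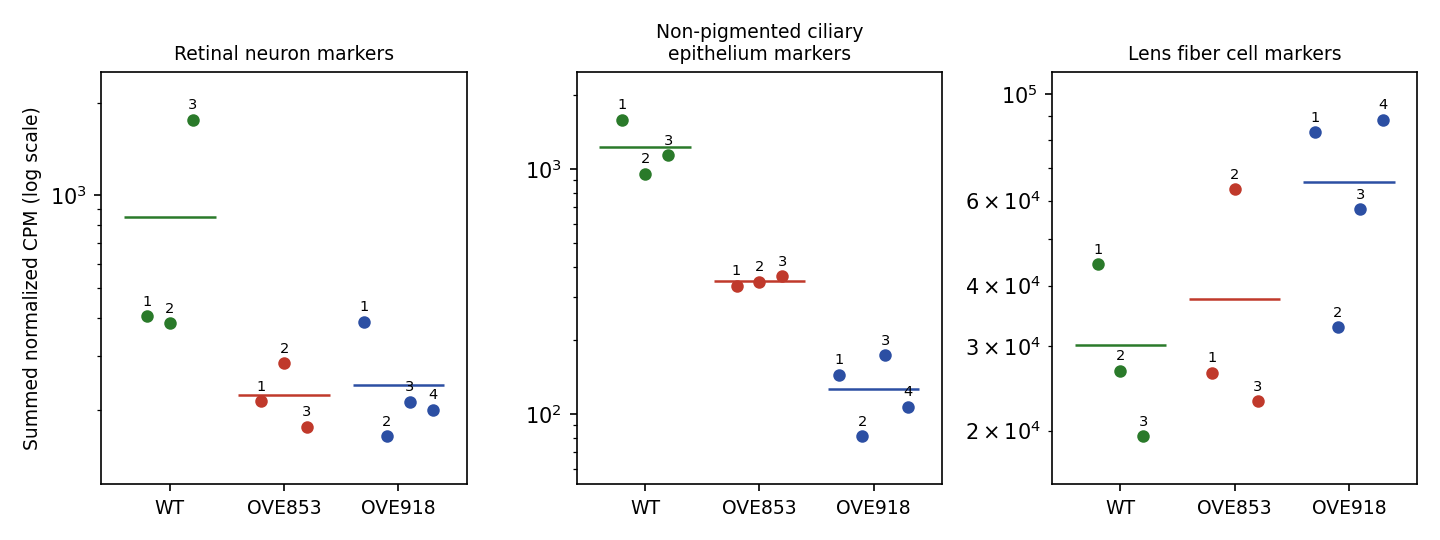
Summed CPM (log axis) of marker genes of retinal neurons, non-pigmented ciliary epithelium and lens fiber cells, 1 panel each, in the WT, OVE853 and OVE918 libraries, where each point is a library labelled by its replicate number and each horizontal line a group mean. WT replicate 3 lies at 1766 CPM for retinal neuron markers, above the other 9 libraries, and the ciliary epithelium markers have means of 1231, 349 and 127 CPM in WT, OVE853 and OVE918.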

Genes associated with synaptic signaling that were reduced upon *TGF-β1* overexpression in the lens were *Abat*, *Apoe*, *Cacng4*, *Calb2*, *Crhbp*, *Fam107a*, *P2rx6*, *Pdyn*, *Penk*, *Sv2a*, etc., while those linked to transporter activity were *Atp1a2*, *Kcnk1*, *Slc1a3*, *Slc6a6*, *Slc6a9*, *Slc6a13*, *Slc6a15*, *Slc13a4*, and *Slc24a3* (Figure 5G,H). The reduced expression of these genes may likely contribute to the lens defects observed in the transgenic mouse lines OVE853 and OVE918.

### 3.8. CompBio Analysis of Genes Differentially Expressed upon TGF-β1 Overexpression

Next, we sought to apply an ontology-independent strategy—distinct from the above GO/pathway analyses—to examine the *TGF-β1* overexpression common DEGs in OVE853 and OVE918 mouse lens epithelia. Therefore, we used CompBio (Comprehensive Multi-omics Platform for Biological InterpretatiOn) [37] that analyzes de novo a given list of genes (e.g., elevated or reduced or differentially expressed) using publicly available literature resources encompassing >30 million PubMed abstracts and >3 million full-text articles to build biologically relevant themes. Distinct themes were identified when elevated genes and reduced genes were analyzed separately by CompBio.

Analysis of the significantly elevated genes by CompBio uncovered “TGFβ signaling, EMT, Fibrosis” as the topmost enriched theme (Figure 6A). While this is not surprising, it shows the efficacy of CompBio. Other top themes identified include “TIMP (tissue inhibitor of metalloproteinases)-associated ECM remodeling”, “Epithelial cell communication”, and “Axon guidance, Cell migration and Matrix remodeling”. In CompBio-based analysis of the significantly reduced genes, the themes identified include “Notch signaling, BMP signaling”, “Wnt signaling suppression, Notch signaling”, “Growth factor signaling”, “Lipid metabolism”, “Neuronal ion homeostasis” and “Neuronal synaptic signaling” (Figure 6B). Thus, CompBio analysis provides additional biological insights into the pathways that are altered upon *TGF-β1* overexpression in OVE853 and OVE918 lens epithelia.

### 3.9. Comparison of Temporal Transcriptomes of TGF-β1 Overexpression DEGs with a Mouse Cataract Surgery Model and a Human Capsular Bag Model of Posterior Capsular Opacification

*TGF-β1* upregulation is associated with posterior capsule opacification (PCO). Previous studies have generated transcriptome data on an established mouse cataract surgery model for PCO [29,30,31,32]. To gain insights into the shared pathways, we performed a comparative analysis with transcriptome data collected on different stages post-cataract surgery in the mouse cataract surgery model. Comparison of our *TGF-β1* overexpression DEGs (*n* = 384) with those in the 6 h post-cataract surgery (PCS) model identified 45 common DEGs (Figure 7A, Supplementary Table S14). At 24 h, 48 h, 72 h and 120 h post cataract surgery, 177, 166, 172 and 177 DEGs were commonly identified, respectively, between the cataract surgery model and the *TGF-β1* overexpression lens epithelia. For 6 h, 36 were commonly elevated (and 4 commonly reduced), for 24 h, 77 were commonly elevated (and 78 commonly reduced), for 48 h, 79 were commonly elevated (and 67 commonly reduced), for 72 h, 79 were commonly elevated (and 71 commonly reduced), and for 120 h, 86 were commonly elevated (and 71 commonly reduced) (Figure 7A, Supplementary Table S14). Hypergeometric testing demonstrated that the overlap between the TGF-β1-overexpression DEGs and PCS datasets was significantly greater than expected by chance across all PCS time points (Supplementary Table S15). Directionality concordance analysis further showed that 87–89% of overlapping genes exhibited concordant regulation between the datasets (Supplementary Table S16). Next, we performed GO Biological Process term enrichment analysis in DEGs shared between TGF-β1 overexpression and the PCS model at 6 h (Figure 7B), 24 h (Figure 7C), 48 h (Figure 7D), 72 h (Figure 7E) and 120 h (Figure 7F). At 6 h PCS, “Response to cytokine” and “Cell adhesion” were identified among the enriched terms. No GO terms associated with the 6 h overlap gene set were significant after multiple-testing correction. However, to avoid overlooking candidates of potential biological significance, for just the 6 h set, only nominally significant terms (*p* < 0.05) are reported. For the later stages, “Positive regulation of cell migration”, “Extracellular matrix organization”, “Cell adhesion”, “Response to mechanical stimulus”, and “TGFβR signaling pathway” were identified among the enriched terms. To assess the relevance of these findings to human lens pathology, we compared the 384 common TGF-β1-overexpression DEGs with a published human capsular bag model of posterior capsular opacification for which the transcriptomic dataset is available (0 h (Cap0H), 24 Hr (Cap24H) after fiber removal) [36]. This analysis identified 116 overlapping DEGs (30.5%), of which 83 (70.9%) exhibited concordant regulation between the datasets, including 42 genes elevated and 41 genes reduced in both datasets (Supplementary Table S17).

### 3.10. Identification of ASC-Associated ER Stress Genes and Novel Candidates in TGF-β1 Overexpression Transcriptome Data

*TGF-β1* overexpression transcriptome data analysis offers an opportunity to identify new directions downstream of the pathway with relevance to ASC. Toward this goal, we first compared the *TGF-β1* overexpression common DEGs to genes that showed altered expression in a recent study of human ASC [38]. This analysis identified ER stress genes to be elevated in both *TGF-β1* transgenic lens epithelia datasets (Figure 8). To investigate this in more detail, we examined other ER stress genes beyond the ones that were identified in the human dataset and identified a cohort of significantly elevated genes in the *TGF-β1* overexpression mouse models. The ER stress genes elevated are: *Calr*, *Canx*, *Ero1a*, *Hsp90b1*, *Hspa5*, *Pdia3*, *Pdia4*, *Pdia6*, *Ptpn1*, *Ptpn2*, *Wfs1*, and *Xbp1* (Figure 8A). 

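All 12 genes had higher means in both lines than in WT, with median log2 fold changes of 0.58 in OVE853 and 0.83 in OVE918. At an FDR of at most 0.05, 10 were elevated in both lines, and all 12 when adjusted over the list alone. The paper lists these genes as found elevated in the same libraries, so that the adjustment over the list is not independent evidence. Most changes were under the minimum fold change of a DEG, so that 1 gene, Ero1a, was a DEG in both lines and 5 were in OVE918. Hspa5, which encodes the chaperone BiP, lies on chromosome 2 from 34661982 to 34668880. It had 411 ± 45.6 CPM in WT (SD, n = 3), 689 ± 37.6 CPM in OVE853 (SD, n = 3) and 879 ± 89.8 CPM in OVE918 (SD, n = 4). Its log2 fold changes were 0.74 and 1.10 (FDR = 0.00282 and 9.91e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Calr and Hsp90b1 likewise rose by 0.74 and 0.69 in OVE853 and by 1.05 and 1.05 in OVE918. Ero1a rose from 31.3 ± 8.58 CPM to 79.1 ± 11.0 CPM and 67.6 ± 13.6 CPM. The smallest changes were those of Ptpn2, 0.20 and 0.34, and neither Ptpn2 nor Pdia3 passed the FDR limit in OVE853. Without WT replicate 1, Pdia4 in OVE918 and Pdia6 in OVE853 also reached the minimum fold change, and 2 genes were DEGs in both lines. Without WT replicate 3 no gene of the list, that is 0 of 12, was a DEG in both lines.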

Next, we focused on identifying genes other than those related to ER stress, but that have not been previously linked to *TGF-β1*. Examination of our data prioritized several novel genes that are significantly elevated upon *TGF-β1* overexpression. These are: *Bcl3*, *Cfi*, *Cpxm2*, *Gal*, *Gjb3*, *Osmr*, and *Spp1* (Figure 8B). These genes exhibit low expression in normal lens epithelium in iSyTE and are found to be elevated upon *TGF-β1* overexpression.

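All 7 genes were DEGs in both lines, in all 10 fits that each left out a library. Cfi, on chromosome 3 from 129629533 to 129668981, rose from 2.91 ± 0.322 CPM in WT (SD, n = 3) to 112 ± 23.3 CPM in OVE853 (SD, n = 3) and 52.6 ± 10.3 CPM in OVE918 (SD, n = 4), and its lower level in OVE918 than in OVE853 passed the direct test. Bcl3 rose from 0.611 ± 0.152 CPM to 21.8 ± 3.24 CPM and 18.4 ± 3.24 CPM, with log2 fold changes of 5.17 and 4.92 (FDR = 7.06e-07 and 1.15e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cpxm2 rose from 5.16 ± 1.57 CPM to 91.1 ± 10.3 CPM and 85.1 ± 20.8 CPM. Gal reached 40.3 ± 15.6 CPM in OVE853 and 113 ± 34.5 CPM in OVE918 from 0.886 ± 0.466 CPM in WT. Osmr had the smallest changes, 2.21 and 2.03 on the log2 scale. The level of Spp1 in OVE918, 78.2 ± 61.0 CPM (SD, n = 4), varied most between replicates.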

### 3.11. Accessing the TGF-β1 Overexpression Transcriptome Data in iSyTE

We sought to make the *TGF-β1* overexpression lens epithelia transcriptome data freely accessible. For this, we developed a new user-friendly web portal on the iSyTE database [23] that can be navigated at http://research.bioinformatics.udel.edu/iSyTE (accessed on 17 April 2026). This allows effective visualization of the transcriptome data, including genes that are expressed in the *TGF-β1* overexpressing lens epithelia. Expression of one (or more) candidates can be visualized through these new features at iSyTE. The database resource is built such that one can navigate to the iSyTE webpage, select “Gene Expression”, “Gene Perturbation”, select “TGFB1 Over-Exp”, select dataset “Average (FPKM) TGFB1, Control” (e.g., for average FPKM values for individual genes detected in transgenic lines OVE853, OVE918 and control). For example, elevated *Tgfb1* expression in the transgenic lines compared to the control can be visualized (Figure 9A). Other features can also be selected for selective visualization. For example, select dataset “All samples (FPKM)” for visualization of individual genes in each of the replicates of OVE853, OVE918, and control, or “TGFB1 vs. Control Fold Change” or “TGFB1 vs. Control log2 Fold Change”, for fold change or log2 fold change differential gene expression. Examples are shown for differentially expressed genes with elevated or reduced expression in the transgenic lines compared to the control (Figure 9B–D). Together, these data demonstrate that the new web-portal-enabled data visualization of the RNA-seq data in iSyTE allows effective examination of differential gene expression in normal and *TGF-β1* overexpression lens epithelia.

## 4. Discussion

Here, we performed a high-throughput RNA-seq analysis of isolated lens epithelia from well-established transgenic mouse lines OVE853 and OVE918 overexpressing human self-activating TGF-β1; models for human ASC. Although independently derived, both transgenic lines exhibited 384 common differentially expressed genes, suggesting a high-level of overlap in their transcriptomes. Importantly, these data show *TGF-β1* is indeed robustly overexpressed in both lines, as are many of their downstream targets. Furthermore, analysis of the 384 common dysregulated genes confirms many of the pathways and genes that are expected to be perturbed in these lines, based on their biochemical, cellular, and phenotypic characterization from previous studies. Indeed, genes aberrantly expressed in both lines include those associated with EMT and ECM remodeling, typical of ASC and fibrotic forms of cataract. Our past immunolabeling studies independently validate important candidate genes identified in our current analysis, for example, elevated levels of Collagen type I (COL1A1, elevated 3.2-fold), Tenascin C (TNC, elevated 3.8-fold), and Fibronectin (FN1, elevated 2.5-fold) [4], to name a few.

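Of these genes, Col1a1, on chromosome 11 from 94827050 to 94843868, had log2 fold changes of 2.81 in OVE853 and 3.18 in OVE918 (FDR = 0.0121 and 0.00396, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 5.28 ± 2.27 CPM in WT (SD, n = 3), 36.6 ± 20.9 CPM in OVE853 (SD, n = 3) and 47.4 ± 23.9 CPM in OVE918 (SD, n = 4). Tnc, on chromosome 4 from 63878014 to 63965443, had log2 fold changes of 3.01 and 3.78 and levels of 5.30 ± 5.19, 43.2 ± 14.1 and 73.7 ± 11.7 CPM in WT, OVE853 and OVE918. Fn1, on chromosome 1 from 71624673 to 71692419, had log2 fold changes of 1.77 and 2.52 and levels of 14.9 ± 1.15, 50.7 ± 11.6 and 85.3 ± 17.2 CPM. On the linear scale the changes in OVE918 were 9.04-fold for Col1a1, 13.7-fold for Tnc and 5.73-fold for Fn1. All 3 genes were DEGs in both lines in each of the 10 fits that left out a library.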

From the outset, it should be noted that TGF-β1 overexpression in the transgenic mouse lens primarily leads to ASC plaque development in the central lens epithelia, similar to that found in humans. In these lines, within one week postnatally, we see disruption of the central lens epithelial sheet, progressively maturing into fibrotic plaques over three weeks [4]. As this analysis was performed on the complete epithelium, rather than the isolated region of the ASC plaque, the differential gene expression measurements reported may be effectively “diluted” by “normal” or “non-ASC” cell epithelia. In short, the fold-changes observed for the DEGs in the TGF-β1 overexpression lens epithelia, while highly relevant, may be an underestimate of the extent of gene mis-expression specific to the ASC plaque region. Moreover, while both transgenic lines exhibited highly similar transcriptional profiles, any differences in the magnitude of gene expression may simply reflect a more pronounced molecular response.

These new transcriptome analyses give novel insights into the impact of active *TGF-β1* in the lens epithelium. For example, *TGF-β1* overexpression led to a reduction in genes linked to the lens epithelium, such as the E-cadherin gene *Cdh1*, the connexin gene *Gja1,* and the glutathione peroxidase gene *Gpx3*. 

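The level of Gja1, on chromosome 10 from 56253241 to 56278609, was 543 ± 30.0 CPM in WT (SD, n = 3), 110 ± 15.1 CPM in OVE853 (SD, n = 3) and 65.7 ± 10.2 CPM in OVE918 (SD, n = 4). This corresponds to log2 fold changes of -2.31 and -3.05 (FDR = 6.48e-06 and 1.10e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gpx3 fell from 219 ± 99.0 CPM to 46.8 ± 12.1 CPM and 24.9 ± 10.4 CPM, with log2 fold changes of -2.22 and -3.14. Both genes were DEGs in both lines, although without OVE853 replicate 3 Gpx3 was not past the FDR limit in OVE853 (FDR = 0.0548, edgeR with Benjamini-Hochberg adjustment), and the fall of Cdh1 was under the minimum fold change.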

Notably, *GJA1* mutations are associated with human syndromic cataract [39,40]. Further, *TGF-β1* overexpression impacted multiple signaling pathways in the lens epithelia. For example, *Bmp4* and *Bmp7*, which exhibit elevated expression in the normal lens epithelium compared to normal fibers [25], were found to be significantly reduced in *TGF-β1* overexpression transgenic lines, suggesting perturbation of Bmp signaling. 

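Bmp4, on chromosome 14 from 46620250 to 46636745, was at a low level, 18.4 ± 5.42 CPM in WT (SD, n = 3), and fell to 8.68 ± 0.492 CPM in OVE853 (SD, n = 3) and 3.18 ± 1.11 CPM in OVE918 (SD, n = 4). Its log2 fold changes were -1.08 and -2.54 (FDR = 0.0276 and 1.20e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was lower in OVE918 than in OVE853 in the direct test. In OVE853 it was a DEG in 6 of the 10 fits that left out a library. Bmp7, on chromosome 2 from 172709805 to 172782410, had 147 ± 4.89 CPM in WT, 75.3 ± 6.17 CPM in OVE853 and 73.3 ± 7.58 CPM in OVE918. Its log2 fold change of -0.97 in OVE853 was just under the minimum of a DEG and that of -1.01 in OVE918 just past it (FDR = 1.75e-04 and 4.33e-05, edgeR with Benjamini-Hochberg adjustment).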

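Msx1, on chromosome 5 from 37977829 to 37981928, had 70.7 ± 12.6 CPM in WT (SD, n = 3), 37.7 ± 4.60 CPM in OVE853 (SD, n = 3) and 27.8 ± 3.13 CPM in OVE918 (SD, n = 4). With log2 fold changes of -0.91 and -1.35 (FDR = 0.00290 and 7.86e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), it was a DEG in OVE918 only. For Id4, at 16.1 ± 5.78 CPM in WT, the log2 fold changes were -0.88 and -0.61, of which the first passed the FDR limit and the second did not (FDR = 0.0294 and 0.0743, same edgeR test with Benjamini-Hochberg adjustment). Leaving out WT replicate 3 brought the change of Id4 in OVE918 to -0.31.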

Interestingly, Bmp4 downstream targets, *Id4*, and the homeodomain transcription factor *Msx1* (which also exhibits elevated expression in normal lens epithelium compared to fibers), were also reduced. These transcriptome changes, along with the normally epithelium-elevated genes discussed above, are consistent with the expected loss of lens epithelial character upon *TGF-β1* overexpression. Further, BMP4 and BMP7 have been shown to inhibit EMT in lens explants [41] and in an ASC model by reducing components of the Notch pathway [42]. 

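Levels of Jag1, on chromosome 2 from 136923373 to 136958693, were 110 ± 48.6 CPM in WT (SD, n = 3), 230 ± 14.2 CPM in OVE853 (SD, n = 3) and 222 ± 61.8 CPM in OVE918 (SD, n = 4). The log2 fold changes of 1.07 and 1.02 lay on either side of the FDR limit (FDR = 0.0508 in OVE853 and 0.0456 in OVE918, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in OVE918 the libraries overlapped those of WT. Dll1 fell from 21.5 ± 1.65 CPM to 13.6 ± 2.05 CPM in OVE853 and 8.07 ± 2.64 CPM in OVE918, with log2 fold changes of -0.66 (FDR = 0.0736) and -1.41 (FDR = 0.00108, both from the edgeR test with Benjamini-Hochberg adjustment). For either ligand the call changed between lines without a difference between the lines in the direct test.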

Interestingly, in the present study, overexpression of *TGF-β1* had an opposite effect on the two different Notch pathway ligands, *Jag1* and *Dll1*; the former was elevated while the latter was reduced. Moreover, the Notch downstream targets, *Hes1* and *Hes5*, were found to be reduced, as were the Notch pathway modulators *Dtx1* (Notch negative regulator) and *Dtx4* (Notch positive regulator), suggesting that *TGF-β1* overexpression led to dysregulation of multiple components associated with the Notch pathway, but in a complex manner.

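Hes1 had 98.6 ± 24.4 CPM in WT (SD, n = 3), 48.7 ± 5.58 CPM in OVE853 (SD, n = 3) and 47.4 ± 17.3 CPM in OVE918 (SD, n = 4), and Hes5 had 69.2 ± 23.4, 21.1 ± 4.93 and 26.8 ± 6.44 CPM. Both were DEGs in both lines, with log2 fold changes of -1.02 and -1.06 for Hes1 and of -1.71 and -1.37 for Hes5. Hes1 was close to the threshold and was a DEG in 5 of the 10 fits that left out a library for OVE853 and in 6 of 10 for OVE918. Dtx1 and Dtx4 passed the FDR limit in both lines with smaller changes, -0.54 and -0.71 for Dtx1 and -0.45 and -0.88 for Dtx4, and every library of either line lay below every WT library for both genes. From the ligands, targets and modulators together, the paper proposes that multiple components of the Notch pathway are dysregulated in a complex manner.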

Previous studies have reported a significant increase in ER stress-associated gene expression in human ASC lenses [38]. Consistent with these observations, our analysis detected elevated expression of ER stress-associated genes in TGF-β1-overexpressing mouse lens epithelia. This finding suggests that *TGF-β1* signaling may contribute to ASC pathogenesis through the activation of ER stress pathway genes and additionally demonstrates the utility of these transgenic mouse lines for modeling human ASC. Together, these data uncover key themes associated with elevated or reduced genes upon *TGF-β1* overexpression in OVE853 and OVE918 mouse lenses.

TGF-β signaling has been implicated in the pathogenesis of PCO, a secondary cataract that arises following lens surgery and is characterized by EMT and fibrotic remodeling of lens epithelial cells and capsule [43,44,45]. Importantly, ASC, as observed in the *TGF-β1* overexpression transgenic models, shares key pathological features with PCO, including aberrant ECM deposition, enhanced cell migration, and fibrotic plaque formation. Given these shared fibrotic characteristics and the central role of TGFβ signaling in both contexts, we highlighted the extent to which regulatory programs induced by *TGF-β1* overexpression in the mouse lens epithelia overlap with those activated in the mouse cataract surgery (lens injury) model developed for studying PCO [46]. When we compared our *TGF-β1* overexpression RNA-seq data with the previously generated RNA-seq data on different time points post-cataract surgery, at early stages of PCS, there was a ~12% overlap between the DEGs, including candidate genes enriched for acute inflammatory processes such as response to cytokine and cell adhesion. Given that no GO terms associated with the 6 h overlap remained significant after multiple-testing correction, the 6 h enrichment analysis is considered exploratory. At later PCS stages the degree of overlap between the two models increased, and remained relatively stable (~43–46% overlap, consistently enriched for pathways associated with cellular activation and tissue remodeling, including response to cytokine, cell adhesion, positive regulation of cell migration, ECM organization, regulation of cell shape, response to mechanical stimulus and angiogenesis-related processes. In the PCS model, genes associated with the inflammatory response are elevated early after surgery, with *TGF-β1* levels similar to that at 0 h PCS but get progressively elevated at later stages. In the *TGF-β1* overexpression transgenic lines as well, we find cytokine-response pathway to be elevated with significant FDR. These comparative data analyses suggest that TGF-β1 overexpression is sufficient to induce a subset of inflammation-associated transcriptional programs, independent of physical injury associated with PCS, and may contribute to transcriptional programs associated with fibrotic responses. These findings are further supported by comparison with a published human capsular bag model of posterior capsular opacification for which transcriptomic data was available. This analysis identified substantial overlap and concordant regulation of TGF-β1-overexpression DEGs, indicating that these models share components of the transcriptional response associated with human lens injury. However, the PCS models represent an acute injury response, whereas human PCO typically develops over a substantially longer time frame following cataract surgery. Thus, while these transcriptomic similarities indicate shared wound-healing, inflammation-associated, and fibrotic responses, they do not establish a common pathogenesis or identify TGF-β1 as the initiating factor in human PCO.

Further, these data identify several new candidate genes associated with TGF-β1 overexpression that warrant further investigation in the context of lens pathology. For example, we find the known TGF-β1 downstream gene, *Tgfbi* (Transforming Growth Factor-beta-induced), which encodes a collagen-binding RGD-domain protein, is highly elevated in *TGF-β1* overexpressing lens epithelia. 

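Tgfbi, on chromosome 13 from 56757336 to 56787375, had 3.63 ± 0.627 CPM in WT (SD, n = 3), 84.5 ± 25.1 CPM in OVE853 (SD, n = 3) and 126 ± 25.7 CPM in OVE918 (SD, n = 4). The log2 fold changes were 4.55 (standard error 0.28, FDR = 6.15e-06) and 5.13 (standard error 0.28, FDR = 1.85e-06) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out any library kept them between 4.32 and 4.76 in OVE853 and between 4.98 and 5.24 in OVE918.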

*Tgfbi*, previously linked with corneal dystrophy [47], has been implicated in cell adhesion remodeling and fibrosis [48] and is therefore a promising candidate for further examination in ASC.

Our examination using two independent pathway analysis tools, GO representation and CompBio, reveals an enrichment of biological themes related to inflammation in the elevated DEGs. This offers support to a model in which TGF-β1 overexpression in lens epithelia likely contributes to an inflammatory response that, in a feedback loop, may contribute to fibrosis. Additionally, both analyses independently identify “Mechanosensory signaling” (CompBio) and “Response to mechanical stimulus” (GO) among the elevated DEGs. 

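Piezo2, on chromosome 18 from 63143284 to 63520260, rose from 42.2 ± 9.63 CPM in WT (SD, n = 3) to 136 ± 7.16 CPM in OVE853 (SD, n = 3) and 121 ± 24.3 CPM in OVE918 (SD, n = 4). Tacr1 rose from 206 ± 38.6 CPM to 685 ± 45.9 CPM and 546 ± 86.0 CPM, and Whrn from 22.4 ± 7.46 CPM to 61.1 ± 2.96 CPM and 67.2 ± 7.27 CPM. Log2 fold changes were 1.74 and 1.41 for Tacr1 and 1.45 and 1.59 for Whrn (FDR between 1.06e-04 and 7.29e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither gene differed between OVE918 and OVE853 in the direct test.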

There are four common genes—*Piezo2*, *Tacr1*, *Tnc*, and *Whrn*—that contribute to the enrichment of these themes in both approaches. Piezo2 is a mechanically activated ion channel that converts mechanical stimulus into electrical signals to provide physical sensory stimulation [49]. Tacr1 encodes a G-protein coupled receptor (tachykinin receptor 1) [50], Tnc encodes an ECM protein with EGF-like and fibronectin type-III domains (tenascin C) [51], and Whrn encodes a PDZ-domain protein (whirlin) [52]—all being implicated in various roles in mechano-sensing. Interestingly, examination of another gene implicated in mechano-sensing and lens pathology, *Piezo1*, in the LIRTS Viewer, a web-based resource for PCS RNA-seq data visualization [32], indicates that it remains elevated in PCS from 6 h. In contrast, the LIRTS server shows that *Piezo2* is robustly elevated at 72 h and 120 h PCS in the mouse model, after the elevation of active TGF-β1 at 48 h [53]. It is plausible that *Piezo2* elevates after a threshold of active TGF-β1 levels is achieved. This agrees with our data that shows *Piezo2* to be significantly elevated upon overexpression of active TGF-β1. Thus, our work identifies *Piezo2* to be a candidate gene associated with TGF-β1 overexpression, suggesting TGF-β1′s role in response to mechanical stimuli. 

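The log2 fold change of Piezo2 was 1.69 in OVE853 (standard error 0.20, FDR = 3.66e-04) and 1.52 in OVE918 (standard error 0.19, FDR = 2.93e-04) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was a DEG in all 10 fits that left out a library. Piezo1, at 136 ± 16.4 CPM in WT (SD, n = 3), was not past the FDR limit in either line, with log2 fold changes of 0.41 in OVE853 and -0.09 in OVE918 (FDR = 0.0878 and 0.720, edgeR with Benjamini-Hochberg adjustment), the second of which changed sign when WT replicate 2 or OVE918 replicate 4 was left out. Piezo2 was no higher in OVE918 than in OVE853, although Tgfb1 was. The paper proposes that Piezo2 rises once a threshold of active TGF-β1 is reached and compares this with its elevation in the transgenic lines.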

The mechanical stimuli may reflect changes in ECM and cellular properties arising from TGF-β1 overexpression. The enrichment of these biological themes in response to TGF-β1 overexpression in lens epithelia suggests an overlap with the post-cataract surgery response program in the mouse model.

Among the reduced DEGs, both GO and CompBio analysis also identified terms related to lipid metabolism. 

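Among lipid metabolism genes, Acsl3, Apoe, Insig1, Mgll and Scd1 were reduced DEGs in both lines, and Pxmp2 was under the FPKM minimum. Apoe fell from 1684 ± 763 CPM in WT (SD, n = 3) to 701 ± 104 CPM in OVE853 (SD, n = 3) and 428 ± 90.4 CPM in OVE918 (SD, n = 4). Several of these calls rest on single libraries. Without WT replicate 3, the log2 fold changes of Acsl3, Apoe and Mgll in OVE853 went from -1.26, -1.27 and -1.46 to -0.73, -0.83 and -0.97, and that of Mgll in OVE918 from -1.39 to -0.90, all under the threshold. Insig1 in OVE918, at -1.07, was at -0.93 without WT replicate 1 and at -0.97 without OVE918 replicate 1.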

TGF-β1 overexpression in lens epithelia reduces expression of *Acsl3* (acyl-CoA synthetase long chain family member 3), *Apoe* (apolipoprotein E), *Hmgcs2* (3-hydroxy-3-methylglutaryl-CoA synthase 2), *Insig1* (insulin-induced gene 1), *Mgll* (monoglyceride lipase), *Pxmp2* (peroxisomal membrane protein 2), and *Scd1* (stearoyl-Coenzyme A desaturase 1). These genes are involved in different aspects of lipid metabolism, including regulation of fatty acid activation, transport, storage, and biosynthesis and several candidates (e.g., *Acsl3*, *Apoe*, and *Scd1*) have been implicated in other conditions, e.g., tumor progression and neurodegenerative disorders. Consistent with our findings, previous lipidomics studies have shown that TGF-β signaling broadly reduces lipid metabolites (~100 out of 130 metabolites reduced) in lens epithelial cells [38], supported by recent lipidomic profiling of transcriptomic datasets in lens EMT [54]. Our data, along with these studies, offer support to the hypothesis that TGF-β1 overexpression disrupts lipid homeostasis in the lens epithelia, which may contribute, perhaps via ER stress, to the pathological changes in the lens.

This transcriptome analysis also identifies several candidate genes associated with TGF-β1 overexpression in the lens, which may represent targets for future investigations. Indeed, several genes (e.g., *Bcl3*, *Cfi*, *Cpxm2*, *Gal*, *Gjb3*, *Osmr*, and *Spp1*) were identified as candidate downstream components of the TGF-β1-associated transcriptional response, although further studies are required to establish direct regulation. For example, Bcl3 (BCL3 transcription coactivator; encodes an ankyrin repeat containing protein functioning as transcriptional co-activator with NF-kappa), Cfi (complement factor I encodes a serine protease involved in complement cascade), *Cpxm2* (carboxypeptidase X, M14 family member 2, encodes a predicted extracellular protein with proteolytic activity), *Gal* (galanin and GMAP prepropeptide encodes a precursor for peptides with diverse functions including osmotic regulation and potentially linked to innate immunity), *Gjb3* (gap junction protein beta 3 encodes a connexin/gap junction protein intercellular channel), *Osmr* (oncostatin M receptor encodes a type I cytokine receptor, heterodimerizes with interleukin 6 signal transducer and interleukin 31 receptor A to form their respective receptors) and *Spp1* (secreted phosphoprotein 1 encodes a secreted protein that binds hydroxyapatite and can function as a cytokine that upregulates interferon-gamma and interleukin-12) were all found to be elevated upon TGF-β1-overexpression. Interestingly, several neuronal signaling-associated genes were also misregulated in both transgenic lines. Although the lens is not a neuronal tissue, aspects of neuronal gene expression have been reported in the normal lens [55,56]. Furthermore, there is growing evidence that the lens retains regulatory mechanisms for controlling neuronal gene expression, misexpression of which is correlated with lens pathology [57,58]. This provides added evidence that TGF-β1 overexpression induces widespread transcriptomic reprogramming in lens epithelial cells. Further, a recent transcriptome study on TGF-β2-treated primary lens epithelial cells [59] identified ECM, positive regulation of cell migration, cytokine activity, cell–cell junction, etc., among the GO categories for the DEGs, similar to the GOs identified in the DEGs in our analysis. Future studies will independently validate key novel candidate genes identified in this analysis using qRT-PCR and protein-level analyses.

As mentioned earlier, given that we did not perform our analysis on the isolated regions of ASC plaques, but on whole epithelia (effectively underestimating the extent of gene mis-expression specific to the ASC plaque), in future studies, this can be addressed by performing laser capture microdissection (LCM) of the ASC plaque epithelial region and comparing its transcriptome with the non-ASC epithelial region. This can also be addressed by performing single-cell or single-nucleus RNA-seq or multiomics (combined RNA-seq and ATAC-seq), which would allow cell-population-specific analysis [60]. A spatial transcriptomics approach could also be applied to address these limitations. Notably, while the transgenic mouse models overexpress active TGF-β1 in lens cells from embryonic stages, disruption of the central lens epithelia leading to the formation of ASC plaques commences postnatally. Because these plaques are isolated, it seems that *TGF-β1* overexpression does not drive the lens epithelium en masse into an ASC fate but does so in a localized manner. The properties that make the central epithelial cells more susceptible to TGF-β1-induced ASC in situ, compared to others, are a subject for future investigation. Because the TGF-β1 transgene is overexpressed in both epithelial and fiber cells in these models, future studies examining the effect of TGF-β1 overexpression on lens fiber cell transcriptomes will help determine whether these compartments exhibit any shared or distinct molecular responses. Although these findings provide insight into TGF-β1-induced ASC pathology, their clinical relevance requires validation in ASC with further studies.

## 5. Conclusions

In summary, this work presents the first detailed transcriptome analyses of the impact of overexpression of active TGF-β1 in the lens epithelium. Based on this data, our model demonstrates that distinct pathways associated with ER stress and lipid metabolism are mis-expressed in response to active TGF-β1 overexpression (Figure 10). Along with misregulation of other pathways, such as inflammatory response and signaling pathways (Bmp, Notch, and Wnt), this likely feeds into ECM remodeling, mechanosensory response, and EMT, culminating in anterior subcapsular cataract. Our work aligns with previous findings that link ER stress and lipid metabolism misregulation with human anterior subcapsular cataract. This work also uncovers the genes and the pathways shared by TGF-β1 overexpression and post-cataract surgery response of lens epithelial cells, also identifying several candidate genes associated with TGF-β1 in epithelial cell biology for future analyses. Taken together, these data provide novel molecular insights into the transcriptomic changes associated with anterior subcapsular cataract.

## Figures and Tables

**Figure 1:**
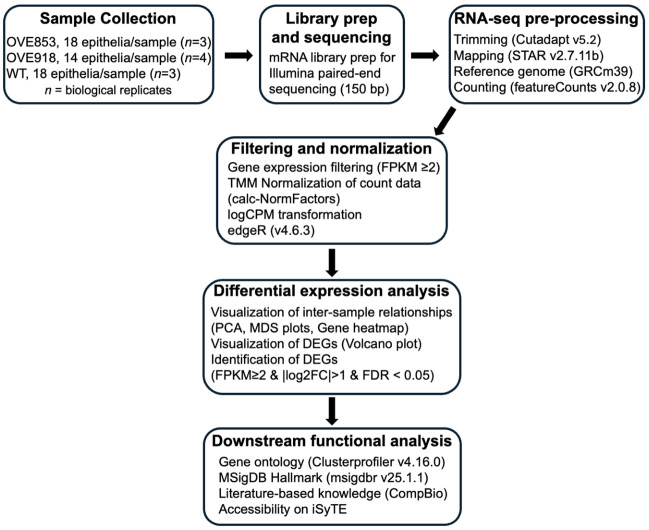
Overview of RNA-seq data processing and differential expression analysis pipeline for TGF-β1-overexpressing lens epithelium and control. Workflow illustrating the computational pipeline used for RNA-sequencing analysis to determine differentially expressed genes between WT and TGF-β1 overexpressed lens epithelia and the downstream analysis.

**Figure 2:**
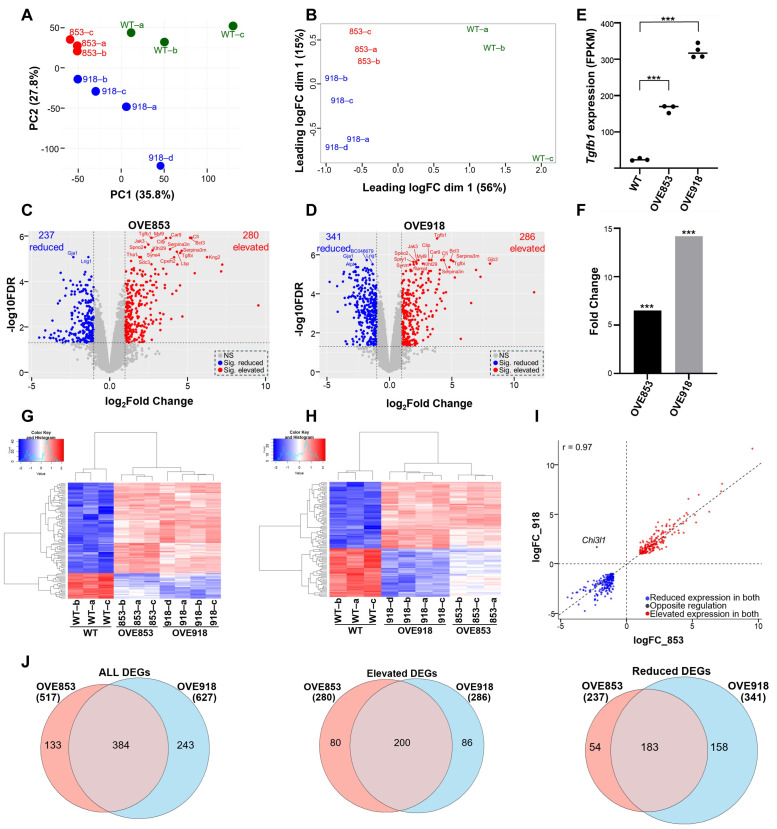
Transcriptomic profiling and differential expression analysis of *TGF-β1*-overexpressing lens epithelium and control. (**A**) Principal component analysis (PCA) of normalized gene expression data (logCPM) showing separation of control (WT) and TGF-β1-overexpressing samples. The two independent transgenic lines (OVE853 and OVE918) cluster distinctly from WT and from each other. (**B**) Multidimensional scaling (MDS) plot based on leading log-fold change distances demonstrates separation of samples by experimental group. (**C**,**D**) Volcano plots showing differential gene expression between (**C**) OVE853 versus WT and (**D**) OVE918 versus WT. Differentially expressed genes (DEGs) were defined using thresholds of false discovery rate (FDR) ≤ 0.05 and |log_2_ fold change| ≥ 1. Genes included in the analysis were filtered for expression ≥ 2 FPKM in at least half of all samples across WT and both transgenic lines. (**E**) Expression levels of *Tgfb1* (FPKM) across WT, OVE853, and OVE918 samples. Individual biological replicates are shown, with group means indicated. (**F**) Fold change in *Tgfb1* expression in OVE853 and OVE918 relative to WT. Statistical significance is indicated as *** (FDR < 0.001). Note: *Tgfb1* expression in (**E**,**F**) reflects both endogenous mouse *Tgfb1* and cross-mapped human *TGFB1* transgene-derived reads following alignment to mm39. (**G**,**H**) Heatmaps of the top significant 100 DEGs identified from comparisons of (**G**) OVE853 versus WT and (**H**) OVE918 versus WT. In each heatmap, expression patterns of the alternate transgenic line are also shown to enable cross-comparison. (**I**) Scatter plot comparing log_2_ fold changes in all shared genes between OVE853 and OVE918, demonstrating a strong positive correlation (r = 0.97). (**J**) Venn diagrams illustrating the overlap of DEGs between OVE853 and OVE918, including total DEGs, elevated genes, and reduced genes.

**Figure 3:**
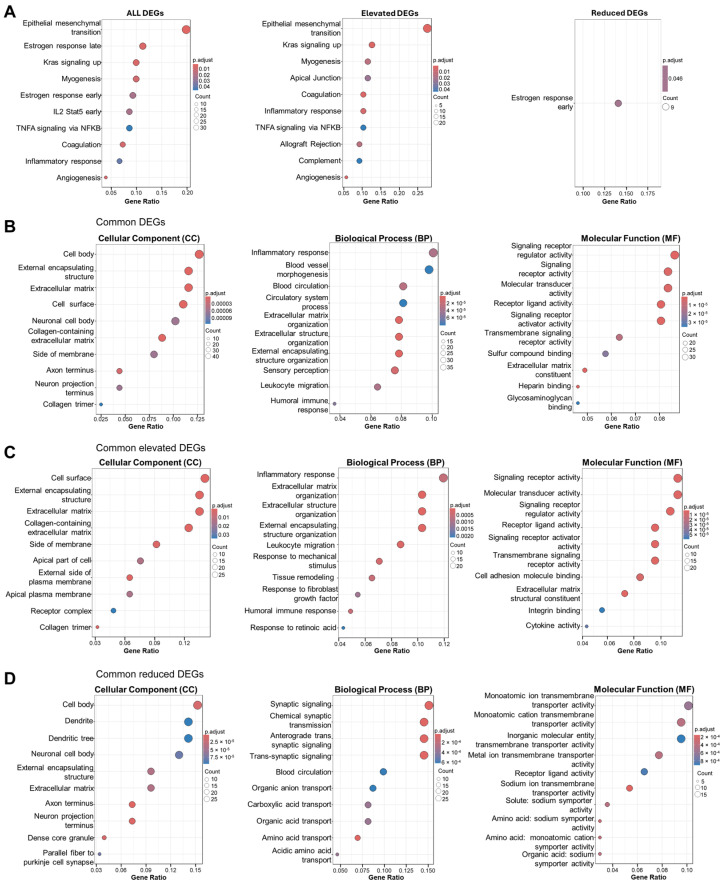
Pathway analysis of common differentially expressed genes in TGF-β1-overexpressing transgenic lens epithelia. (**A**) Hallmark gene set enrichment analysis using MSigDB (via msigdbr) was performed on all 384 common differentially expressed genes (DEGs), as well as on the 200 commonly elevated and 183 commonly reduced DEGs shared between OVE853 and OVE918. (**B**–**D**) Gene Ontology (GO) enrichment analysis of common DEGs across Cellular Component (CC), Biological Process (BP), and Molecular Function (MF) categories. (**B**) Enrichment results for all 384 common DEGs. (**C**) Enrichment results for the 200 commonly elevated DEGs. (**D**) Enrichment results for the 183 commonly reduced DEGs.

**Figure 4:**
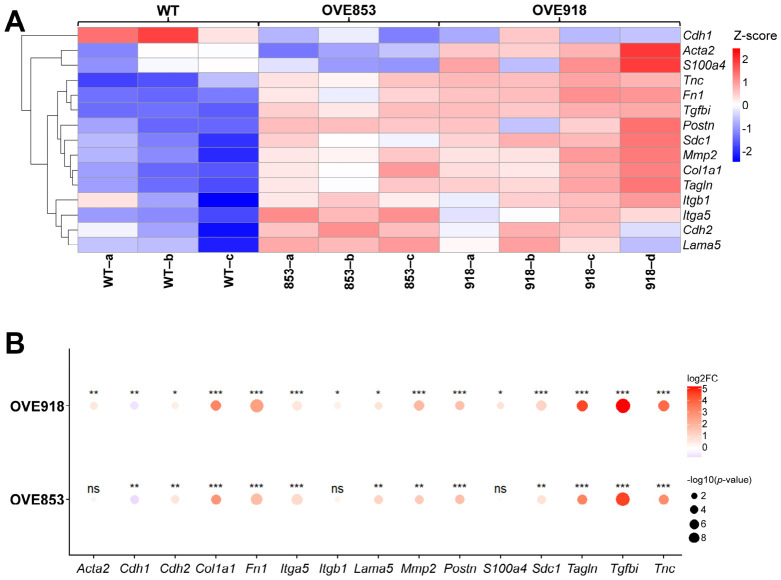
Expression patterns of epithelial-to-mesenchymal transition (EMT)-associated genes in TGF-β1-overexpressing transgenic lens epithelia. (**A**) Heatmap showing expression of EMT-associated genes across WT, OVE853, and OVE918 samples. Gene expression values (logCPM) were Z-score normalized across samples for each gene and visualized using a symmetric blue–white–red color scale centered at zero, where blue indicates relatively reduced expression, and red indicates relatively elevated expression. (**B**) Dot plot of the same EMT-associated genes comparing OVE853 and OVE918. Dot size reflects statistical significance, and color indicates the direction and magnitude of differential expression (log_2_ fold change). Statistical significance is indicated as follows: ns, not significant; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 5:**
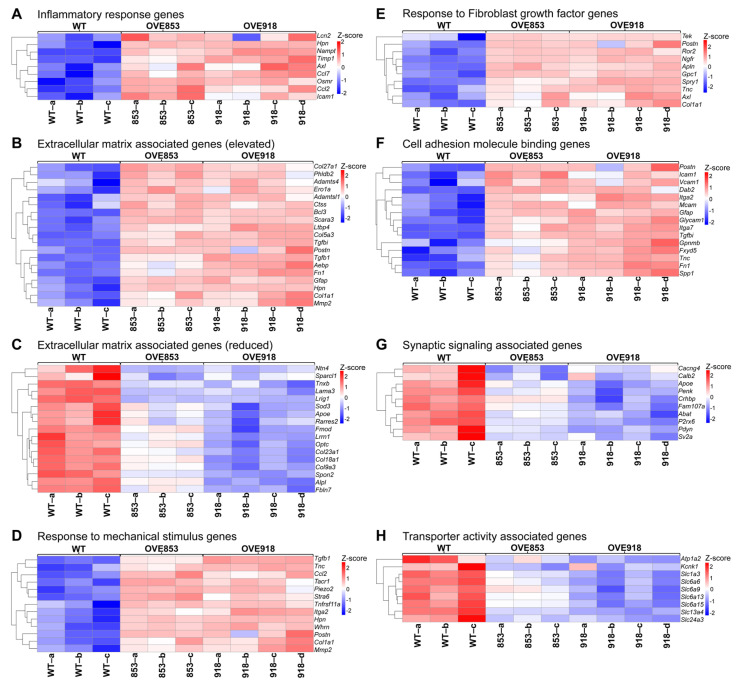
Functionally enriched categories among differentially expressed genes in TGF-β1-overexpressing transgenic lens epithelia. (**A**) Heatmap showing expression of inflammatory response genes across WT, OVE853, and OVE918 samples. (**B**,**C**) Heatmaps showing expression of extracellular matrix-associated genes derived from the enriched Gene Ontology (GO) term “extracellular matrix” among (**B**) commonly elevated and (**C**) commonly reduced differentially expressed genes (DEGs). (**D**–**F**) Heatmaps showing expression of genes associated with enriched GO terms among commonly elevated DEGs, including (**D**) response to mechanical stimulus, (**E**) response to Fibroblast Growth Factor, and (**F**) cell adhesion molecule binding. (**G**,**H**) Heatmaps showing expression of genes associated with enriched GO terms among commonly reduced DEGs, including (**G**) synaptic signaling and (**H**) transporter activity. For all panels, gene expression values (logCPM) were Z-score normalized across samples for each gene.

**Figure 6:**
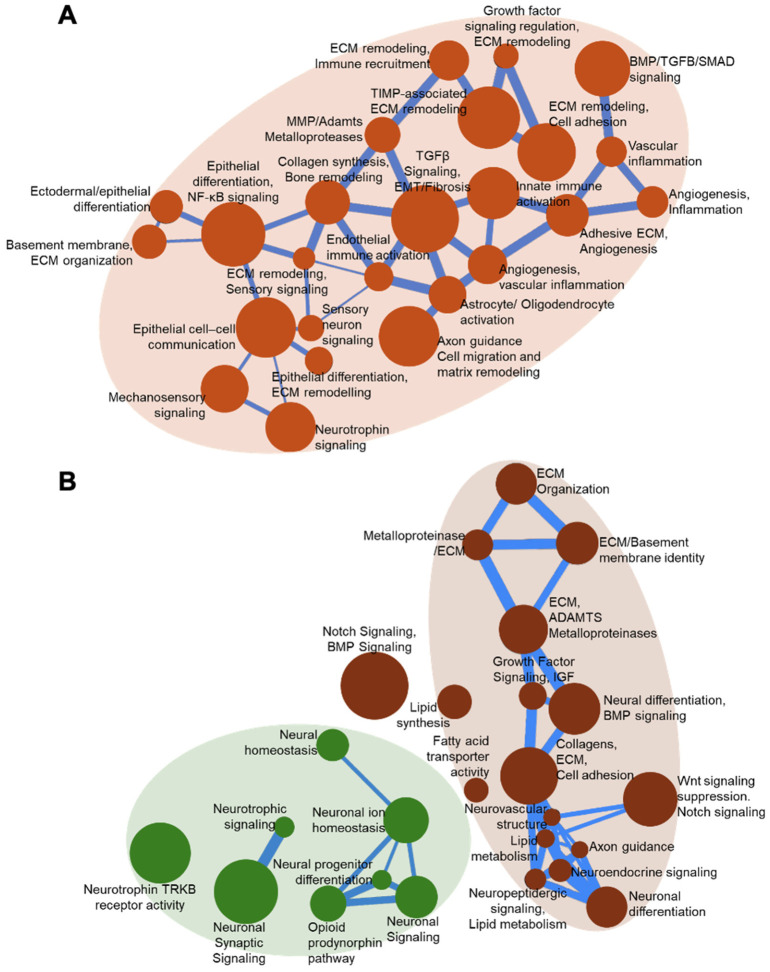
CompBio analysis identifies enriched biological themes among common differentially expressed genes in TGF-β1-overexpressing transgenic lens epithelia. (**A**,**B**) CompBio-based analysis of biological themes enriched among (**A**) commonly elevated and (**B**) commonly reduced genes shared between TGF-β1-overexpressing lines. Significantly enriched themes were defined by *p*-value ≤ 0.1 and normalized enrichment score (NEScore) ≥ 1.3.

**Figure 7:**
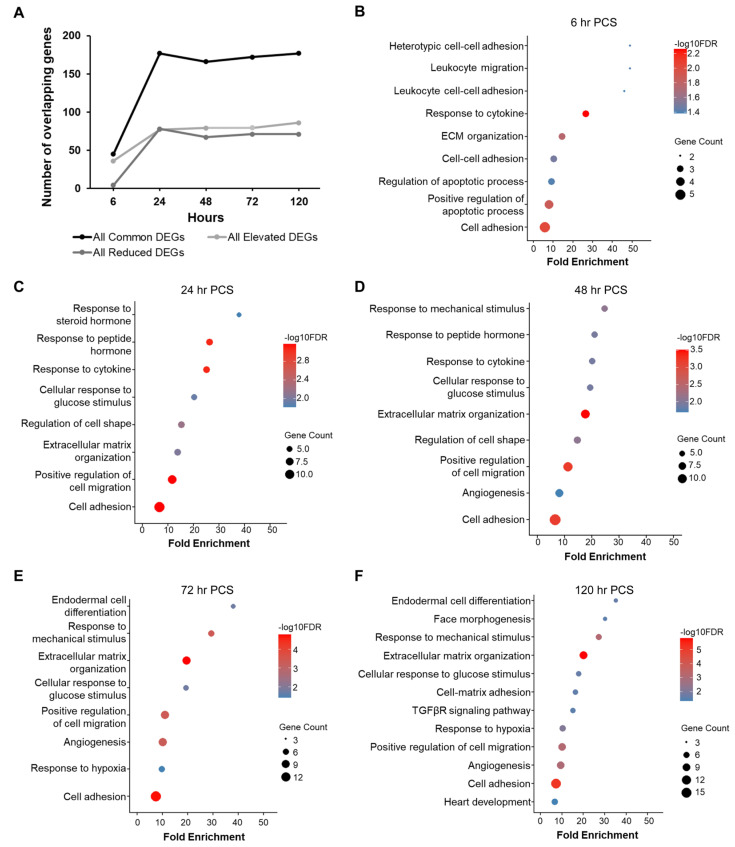
Comparison of TGF-β1-overexpression-associated differentially expressed genes with gene expression changes across different stages in a mouse post-cataract surgery model. (**A**) The graph shows the number of differentially expressed genes (DEGs) shared between TGF-β1 overexpression (*n* = 384 common DEGs) and a published post-cataract surgery model across multiple time points. A total of 45 DEGs were shared at 6 h, and 177, 166, 172, and 177 DEGs were shared at 24, 48, 72, and 120 h, respectively. Shared DEGs were further categorized as commonly elevated or reduced at each time point. Gene ontology (GO) Biological Process term enrichment in common elevated DEGs between TGF-β1 overexpression and the post-cataract surgery (PCS) model at (**B**) 6 h PCS, (**C**) 24 h PCS, (**D**) 48 h PCS, (**E**) 72 h PCS and (**F**) 120 h PCS. Log2FDR and gene count are given for each time point.

**Figure 8:**
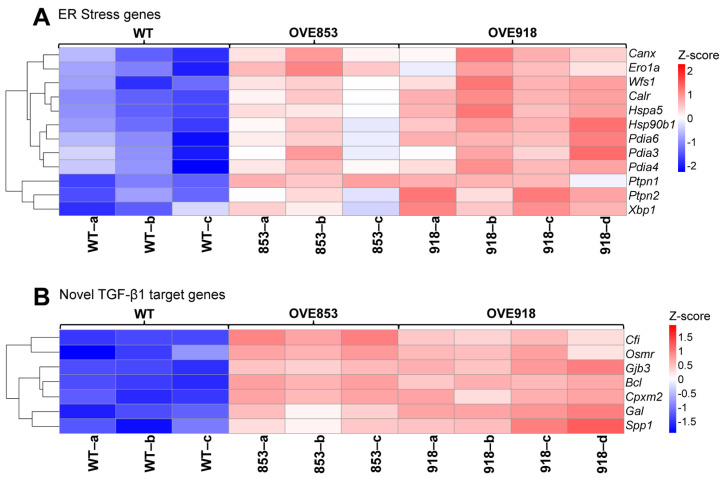
Expression of endoplasmic reticulum (ER) stress-associated genes in TGF-β1-overexpressing transgenic lens epithelia. (**A**) Heatmap showing expression of ER stress-associated genes, derived from pathways reported to be altered in human lenses with anterior subcapsular cataract (ASC), across WT, OVE853, and OVE918 samples. (**B**) Heatmap showing expression of promising candidate genes elevated in TGF-β1-overexpressing transgenic lens epithelia across WT, OVE853 and OVE918 samples. Gene expression values (log_2_CPM) were Z-score normalized across samples for each gene.

**Figure 9:**
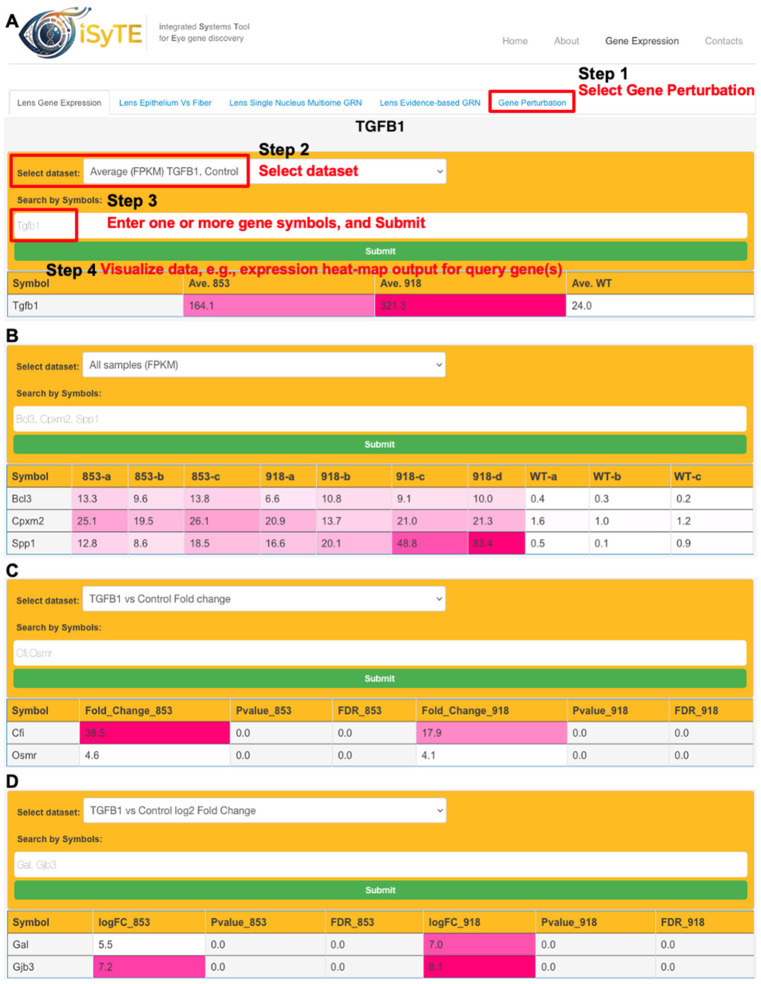
Access and user-friendly visualization of TGF-β1 overexpression and control lens epithelium transcriptome data in iSyTE. (**A**) The TGF-β1 overexpression lens epithelium transcriptome data is made freely accessible in a new user-friendly web portal on the iSyTE webpage at http://research.bioinformatics.udel.edu/iSyTE (accessed on 17 April 2026). This provides effective visualization of one or more genes in the lens epithelium of the two TGF-β1 overexpression transgenic lines, OVE853 and OVE918, by following Steps 1 through 4. The example given is of Tgfb1 that shows average high expression in fragments per kilobase of transcript per million mapped reads (FPKM) in both OVE853 and OVE918 compared to wild-type (WT) lens epithelium. (**B**) Selection of dataset “All samples (FPKM)”, (**C**) or “TGFB1 vs. Control Fold Change”, (**D**) or “TGFB1 vs. Control log2 Fold Change”, shows visualization of candidate genes in each of the replicates of OVE853, OVE918, and control, or for fold change or log2 fold change differential gene expression. Color intensity reflects the magnitude of the displayed values (expression, fold change, or log2 fold change), with white/light pink indicating relatively lower values and progressively darker pink indicating relatively higher values.

**Figure 10:**
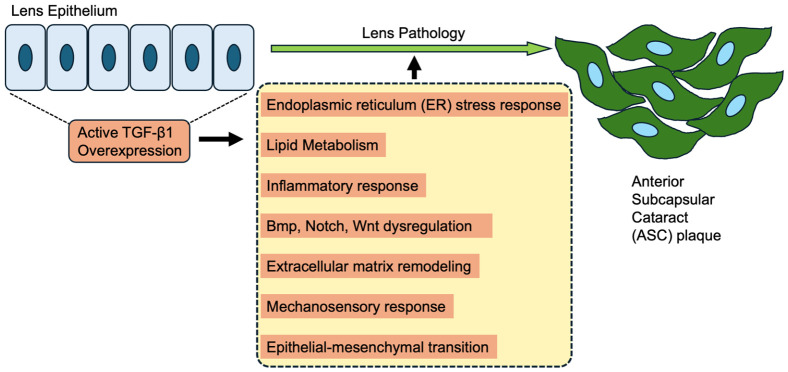
Schematic summary of biological pathways associated with TGF-β1 overexpression in the anterior subcapsular cataract (ASC) mouse model. Active TGF-β1 overexpression in the mouse lens epithelium is associated with altered expression of genes involved in multiple biological pathways, including endoplasmic reticulum (ER) stress response, lipid metabolism, inflammatory response, Bmp, Notch and Wnt signaling, extracellular matrix remodeling, mechanosensory response, and epithelial-to-mesenchymal transition. These transcriptomic changes are associated with the ASC phenotype observed at 3 weeks of age in the transgenic models. Note that these transgenic models phenotype features of human ASC, e.g., dysregulation of genes in reticulum (ER) stress response, and lipid metabolism.

**Table 1:** Top 20 common elevated DEGs and 20 common reduced DEGs between OVE853 and OVE918 lens samples with their associated log2FC (fold change) values in both lines.

Gene	Log2FC_853	Log2FC_918	Gene	Log2FC_853	Log2FC_918
*Opalin*	9.55	11.61	*Slc6a13*	−3.17	−4.77
*Gjb3*	7.24	8.07	*Calb2*	−4.49	−3.39
*Zim1*	7.17	7.3	*Aldh3a1*	−3.64	−4.11
*Gal*	5.47	6.95	*Sncg*	−4.18	−3.48
*Kng2*	6.26	5.25	*Cartpt*	−4.10	−2.94
*Spp1*	4.68	6.55	*Stmn3*	−3.82	−2.91
*Bcl3*	5.17	4.92	*Gng13*	−3.74	−2.88
*Tgfbi*	4.55	5.12	*Best2*	−2.39	−4.16
*Serpina3m*	4.63	4.96	*Cplx3*	−3.52	−2.58
*Cfi*	5.27	4.16	*Atp1a2*	−2.43	−3.66
*Gjb2*	4.36	4.81	*Wfdc1*	−2.41	−3.62
*H19*	4.53	4.34	*Penk*	−2.40	−3.56
*Gm40376*	4.04	4.54	*Mt1*	−3.29	−2.66
*Gm266*	4.3	4.07	*Rlbp1*	−3.29	−2.65
*Serpina3n*	3.89	4.37	*Fam107a*	−2.23	−3.70
*Cpxm2*	4.15	4.05	*Sgk1*	−3.12	−2.74
*Tagln*	3.25	4.46	*Fat4*	−2.42	−3.23
*Serpina3g*	3.65	4.03	*Scg2*	−3.24	−2.36
*Col5a3*	3.56	3.96	*Lama3*	−2.76	−2.83
*Lbp*	4.33	3.14	*Thrsp*	−2.83	−2.72

## Data Availability

The original data presented in the study are openly available in the NCBI Gene Expression Omnibus (GEO) at GEO Accession viewer (accession number GSE336537).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells15141263/s1. Table S1: RNA-seq QC metrics; Table S2: Raw gene count metrics; Table S3: List of all genes expressed in OVE853; Table S4: List of all genes expressed in OVE918; Table S5: List of significantly differentially expressed genes in OVE853; Table S6: List of significantly differentially expressed genes in OVE918; Table S7: List of common 384 DEGs and their expression in FPKM across all samples; Table S8: MSiGDB Hallmark analysis for all 384 common DEGs; Table S9: MSiGDB Hallmark analysis for 200 common elevated DEGs; Table S10: MSiGDB Hallmark analysis for 183 common reduced DEGs; Table S11: Gene ontology (GO) analysis for all 384 common DEGs; Table S12: Gene ontology (GO) analysis for 200 common elevated DEGs; Table S13: Gene ontology (GO) analysis for 183 common reduced genes; Table S14 Overlapping genes between post-cataract surgery DEGs and TGFB1 common DEGs and their expression; Table S15: Hypergeometric enrichment analysis; Table S16: Directionality concordance analysis; Table S17: List of overlapping genes between human PCO and common 384 DEGs and expression in FPKM; Data S1: RNA-seq preprocessing; Data S2: R script for differential expression and downstream analysis.

## Abbreviations

The following abbreviations are used in this manuscript:

TGF-β	Transforming Growth Factor-beta
EMT	Epithelial–Mesenchymal Transition
ASC	Anterior Subcapsular Cataract
DEGs	Differentially Expressed Genes

How the deposited data were processed for this re-analysis (not part of the article)

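Lens epithelial explants of 3-week-old mice were pooled into 10 samples, 3 from WT mice, 3 from the OVE853 line and 4 from the OVE918 line, and each pool gave 1 RNA-seq library of paired 150 bp reads. The authors trimmed reads with Cutadapt, aligned them with STAR and summarized read pairs per gene with featureCounts, and they deposited the resulting count table without normalization. The deposited values are whole numbers and hold 50763 genes in 10 columns, of which 0 lack a sample. Samples were matched to the columns through the short names in the sample descriptions, and the R number of a library was taken from the library names in the authors' R script. Library totals and the spread between replicates limit the precision of every value. A gene whose group has at most 3 counts in each library was treated as at the floor, and a fold over such a group was given as a lower bound.

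Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, which are earlier versions than those the paper names. TMM factors, a quasi-likelihood fit with robust dispersions, 3 groups and 3 contrasts (each line against WT, and OVE918 against OVE853) were used, with Benjamini-Hochberg adjustment within each contrast. A DEG had an FDR of at most 0.05 and an absolute log2 fold change of at least 1. Genes entered the test with at least 2 FPKM in 5 of the 10 libraries, as in the authors' R script, whereas the results of the paper word the rule with 6 libraries, which was run as an alternative. The RefSeq annotation of the authors was not used here. FPKM was computed with exon lengths of GENCODE vM39 Primary transcripts, matched by symbol. This length definition was chosen because its lengths lay closest to those implied by the authors' FPKM (median log2 ratio 0.01 over 619 genes, against 0.18 for coding transcripts and 0.51 for all transcripts), and the choice was made after the DEG counts under coding transcripts and their overlap with the paper's tables had been seen.

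Principal components and multidimensional scaling were computed on log2 CPM with a prior count of 2. Of the lists of genes, 5 pathway lists and the lists of imprinted, proliferation and immediate early genes were tested with camera at an inter-gene correlation of 0.01 and with fry. For 19 lists of genes the paper names, DEGs were counted and medians taken. Another 12 lists hold markers, which are retinal neurons, photoreceptors, Müller glia, pigmented epithelium, non-pigmented ciliary epithelium, cornea, lens fiber cells, macrophages, endothelium, erythrocytes, male sex and female sex. Marker levels were compared on log2 CPM with an offset of 0.5, and their position among 10000 random lists of genes was given for WT replicate 3. Genes are named in the text where the paper names them, and otherwise where they are among the 5 largest rises or the 5 largest falls of a contrast among the DEGs whose groups do not overlap, apart from Cryaa as the most abundant gene.

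The tests, the alternatives and the lists of genes were written before the data were examined, apart from the exon lengths used, the alternatives with exon lengths of coding or of all transcripts, the alternative with bias-adjusted deviances, the lists of imprinted, proliferation and immediate early genes and the tests that the closing section marks, which were chosen after seeing the data. Alternatives comprised DESeq2, upper-quartile normalization, other low-expression filters, a fit of only the groups compared, no robust estimation, replicate number, R number or RIN in the model, a test against a fold change of 2, FDR without a minimum fold change, voom with sample weights and leaving out each library. Other splits of the libraries, at most 100, were fitted as well.

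The steps were tested on simulated data of 11098 genes. With 200 genes changed 4-fold, 195 genes (97.5%) were recovered in each line, with 1 false call in each and 0 calls between the lines. With 0 genes changed there were 0 calls. The changed genes were drawn from those above a count minimum, and no simulated library was set apart from its group. Smaller changes, weaker genes and unusual libraries are therefore not covered by these rates. A list of 10 changed genes had a camera p of 2.39e-93, and 0 of 100 lists of unchanged genes had a p under 0.05.

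Data of posterior capsule surgery, human posterior capsular opacification, CompBio and iSyTE were not analysed here. Supplementary Tables S2, S3, S4 and S14 were read here only in shortened copies, so that no overlap was computed from them. Results for 3 of the genes named by the rule above are not reported here.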

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

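The tests on RNA quality, on ciliary epithelium, on macrophages and on Serpina3 paralogs, and the division of the synaptic signaling genes by their calls without WT replicate 3, were chosen only after the results were seen.

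In OVE918, the only group with more than 3 libraries, 11 of 175 values (levels of genes, sums of lists and measures of the libraries) had 1 library far from the other libraries, where 8.75 are what chance gives. All 11 are levels of genes. The gap to the nearest library, divided by the range of the group, was 0.848 for Cdh1 (replicate 2), 0.867 for Acta2, 0.843 for Adamtsl1, 0.837 for Pdia6 and 0.870 for Ptpn1 (replicate 4), 0.862 for Penk, 0.886 for Slc6a15, 0.865 for Pxmp2 and 0.875 for Dtx1 (replicate 2), 0.855 for Pdyn (replicate 3) and 0.832 for Thrsp (replicate 1). The level of Acta2 in replicate 4, 302 CPM, lies above 186 to 201 CPM in the others. The number is close to what chance gives, and no technical or biological explanation was tested for these single libraries.

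Between OVE918 and OVE853, 54 genes passed the threshold in the direct test, 8 higher and 46 lower in OVE918. Among genes the paper names, the log2 difference was 1.15 for Tgfb1, -1.41 for Alpl, -1.44 for Col18a1, -1.13 for Col23a1, -1.19 for Col9a3, -1.26 for Fmod, -1.62 for Optc, -1.67 for Crhbp, -1.47 for Fam107a, -1.10 for Cfi, -1.46 for Bmp4, 3.95 for Chi3l1, 2.07 for Opalin, -1.18 for Lbp and -1.21 for Wfdc1. Other genes were Sct (1.99), Gpr27 (1.27), Kctd12 (1.26), F5 (-2.06), Dio3 (-2.04), Col2a1 (-1.74), Ltbp2 (-1.73) and Cldn1 (-1.70). Of 35 splits of the 7 libraries, 1 gave as many genes, the real one, and the next gave 13. With RIN as a covariate 24 of the 54 genes passed, so that RNA quality is not the whole cause, although it may have a part in the others. The number moved when single libraries were left out, from 6 without OVE853 replicate 1 and 7 without its replicate 3 to 87 without OVE918 replicate 2 and 93 without WT replicate 3. Of the 46 genes lower in OVE918, 31 were also lower in OVE853 than in WT. For the 31 genes, RNA of ciliary epithelium and an effect of the higher TGF-β1 level in OVE918 cannot be told apart. Both lines differ from WT in the same direction there, and the share of ciliary tissue in each pool is not known. For the other genes of the 46 no test told them apart either.

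Retinal neuron markers in WT replicate 3 had a median log2 deviation of 1.88 from the WT mean, above all 10000 random lists. All 24 expressed genes of the 26 on the list were higher than in both other WT libraries, by a median of 7.05-fold, and the paper names 0 of them. Ciliary and pigmented epithelium markers that the paper does not name had a median deviation of 0.01 (0.00831), with 3 of 10 above both others, and library totals in WT differ by a factor of 1.19, so that neither accounts for the pattern. A candidate explanation is RNA of retinal cells in this pool, and other lists of the retina point the same way, with 0.60 for photoreceptors and 0.86 for Müller glia. Macrophage markers were raised in the same library by 0.62, so that RNA of other cells may be present too. Without this library 11 of 19 synaptic signaling genes were still reduced DEGs in both lines, so that RNA in this library alone does not account for those 11. For the other 8 (7 tested without it, 1 not tested) RNA of other cells in WT replicate 3 and a fall in the lines cannot be told apart, since a smaller number of libraries also removes calls, with 11, 12 and 12 synaptic signaling genes past the threshold in both lines without OVE853 replicates 1, 2 and 3. Without WT replicate 3, 18 of the 19 genes and 140 of 151 other common reduced genes were tested. Among them the log2 fold changes of the synaptic signaling genes shrank by a median of 0.31 in both lines, against 0.22 for the others. The one-sided permutation test gave p = 0.131 in OVE853 and 0.130 in OVE918. This comparison does not measure retinal RNA, because 131 of all 170 common reduced genes are highest in this library among the WT libraries. No biological explanation was tested for this library.

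Genes of acute phase and STAT3 signaling, 7 of 10 tested and 5 of them named by the paper, had median log2 fold changes of 2.21 in OVE853 and 2.03 in OVE918, and of 3.95 and 3.11 without WT replicate 1. All 7 were higher in both lines (camera FDR = 8.21e-27 and 5.32e-20, Benjamini-Hochberg over 5 lists). The 2 genes the paper does not name had medians of 1.60 and 1.45, and of 2.56 and 2.41 without WT replicate 1. Macrophage markers rose by 26.8 CPM in OVE918 and 26.2 CPM in OVE853, against 1743 and 1432 CPM for the list, most of it Serpina3n. Without Serpina3n the medians were 2.16 and 2.01, so that reads shared between paralogs do not account for the list. The 4 macrophage markers tested had median log2 fold changes of 0.69 in OVE853 and 0.65 in OVE918, under those of the list. A sum of markers does not bound other transcripts of these cells, so that macrophage RNA may have a part in the less abundant genes. A response of the epithelium to TGF-β1 is a hypothesis that may explain the rise, found and tested on the same libraries.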

How the results depend on the processing

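The alternatives with other exon lengths or with bias-adjusted deviances were chosen only after the results were seen.

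Counts of DEGs moved within a factor of 1.5 for both lines against WT under DESeq2 (548 in OVE853 and 687 in OVE918), upper-quartile normalization (489 and 618), the FPKM minimum in 6 libraries (464 and 581), only the groups compared (414 and 572), no robust estimation (519 and 643), the replicate block (441 and 539), the R number (494 and 644), RIN (511 and 605) and voom (521 and 601), and, chosen after seeing the data, under lengths of coding transcripts (431 and 540), lengths of all transcripts (384 and 480) and bias-adjusted deviances (492 and 622). Of the 491 DEGs of OVE853 and the 622 of OVE918, the number called again was 488 and 617 with DESeq2, 483 and 602 with upper-quartile normalization, 463 and 579 with the FPKM minimum in 6 libraries, 406 and 567 with only the groups compared, 491 and 622 without robust estimation, 421 and 520 with the replicate block, 429 and 583 with the R number, 476 and 601 with RIN, 409 and 524 with voom, 430 and 537 with lengths of coding transcripts, 378 and 475 with lengths of all transcripts and 491 and 622 with bias-adjusted deviances. The length of a gene decides only whether it is tested, and with coding lengths 10344 genes were tested. Because the lengths used were chosen after the counts under coding transcripts had been seen, the counts under both sets are given.

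For the DEGs in OVE853 versus WT, the DEGs in OVE918 versus WT and the DEGs common to both lines, with the elevated DEGs common to both lines, the reduced DEGs common to both lines and the reduced DEGs in OVE918 versus WT among them, filterByExpr tested 18058 genes and gave 1244 (572 elevated, 672 reduced), 1587 (623 and 964) and 913 (402 and 511), and with no filter 31082 genes gave 1061 (517 and 544), 1548 (603 and 945) and 810 (372 and 438), since more genes were tested. FDR alone gave 1752 (899 and 853), 2111 (888 and 1223), 1127 (531 and 596) and 146 between the lines, and the test against a fold change of 2 gave 129 (93 and 36), 227 (104 and 123), 111 (77 and 34) and 0 between the lines (52 genes had an unadjusted p under 0.05 in this test), by the construction of these thresholds. The same test called 46 genes of the paper's lists, against 106.

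The 54 DEGs between OVE918 and OVE853 became 107 with DESeq2, 97 with only the groups compared, 28 with the replicate block, 33 with the R number, 28 with RIN and 111 with voom. The cause was not tested. With the replicate block fewer degrees of freedom remain, so that a call lost there is not read as a weaker effect. The correlation of residuals across groups had a median of -0.0563 over 9 pairs of libraries with the same replicate number and of -0.0140 over 24 other pairs, so that the replicate numbers do not pair the libraries. For the R number the median was 0.0656 over 8 pairs (from -0.221 to 0.389), counting the 2 libraries with no R number as a pair, and -0.0267 over 25 other pairs. Between the lines the 3 pairs with the same R number had 0.0477, 0.295 and 0.389, so that a shared factor is neither shown nor excluded there, and the fit with the R number called 27 of the 54 DEGs again.

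Across the 10 fits that each left out 1 library, DEGs ranged from 334 to 664 in OVE853 (elevated 202 to 366, reduced 123 to 298), from 524 to 730 in OVE918 (247 to 343 and 250 to 387), from 271 to 478 in common (157 to 257 and 104 to 221) and from 6 to 93 between the lines, and the genes of the paper's lists from 82 to 105. Reduced DEGs of OVE853 numbered 123 without WT replicate 3, 132 without OVE853 replicate 1 and 131 without its replicate 3, and common reduced DEGs 104 without WT replicate 3 and 112 without OVE853 replicate 3. Between the lines there were 33 without WT replicate 2, 93 without WT replicate 3, 6, 10 and 7 without OVE853 replicates 1, 2 and 3, and 13, 87 and 13 without OVE918 replicates 1, 2 and 4. Of the 212 reduced DEGs of OVE853, 116 were also called without WT replicate 3, and of its 279 elevated DEGs 227 were. The cause was not tested.

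The correlation of 0.975 was 0.965 with DESeq2, 0.968 without robust estimation, 0.980 with the test against a fold change of 2, 0.970 with FDR alone, 0.847 over all genes, 0.940 as Spearman's rho and 0.933 with divided WT libraries, and from 0.968 to 0.978 with a library left out. The cause was not tested.

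With fry, the EMT transcription factors (0.0460), the ATF6 and XBP1 genes (0.0199) and the PERK and ATF4 genes (0.0199) in OVE853, the SMAD response genes in OVE918 (0.0309) and the acute phase genes between the lines (0.0272) had an FDR under 0.05, which they had not with camera, and each list that camera called was also called by fry. The cause was not tested. With a WT library left out, the camera FDR of the SMAD response genes in OVE918 ranged from 0.0435 (without WT replicate 2) to 0.439, with 0.0458 without WT replicate 3.

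Of 314 results for single genes, 152 had the same direction and side of the threshold in each alternative and fit in which the gene was tested, and 126 of these were tested in all 26. There were 2 that changed sign, both near 0. Col2a1, OVE853 versus WT, at -0.02, was 0.0865 with the R number, 0.0140 with RIN, 0.17 with voom, and from -0.17 to 0.21 with a library left out (0.21 without WT replicate 1, 0.05 without OVE853 replicate 1). Piezo1, OVE918 versus WT, at -0.09, was 0.0170 with the replicate block and from -0.20 to 0.02 with a library left out, at 0.02 without WT replicate 2 and 0.0190 without OVE918 replicate 4. The cause was not tested. DESeq2 left 299 of 310 such results the same and made 11 stronger, voom left 285, with 22 weaker and 6 stronger, and the test against a fold change of 2 left 198, with 116 weaker.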

Differences from the paper's values

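No test in this part was chosen after the result was seen, apart from the alternatives marked as such.

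Pearson's r of the log2 fold changes was 0.975, against the paper's 0.97. The paper prints 2 digits, so that the difference may be rounding, since the value here is just over the 0.975 at which 0.97 ends and that of coding transcripts (0.975) just under it. Of the alternatives set before the data were examined, DESeq2 (0.965), the FPKM minimum in 6 libraries (0.974), filterByExpr (0.973), no filter (0.974), no robust estimation (0.968), the R number (0.972), FDR alone (0.970) and the fits without WT replicate 3 (0.973), OVE918 replicate 2 (0.968) or OVE918 replicate 3 (0.970) fall within the paper's value. Upper-quartile normalization, the fit of only the groups compared, the replicate block, RIN, the test against a fold change of 2, voom, the fits without another library, all genes, Spearman's rho and divided WT libraries do not. Of those chosen after seeing the values, exon lengths of coding and of all transcripts (0.972) also fall within it, and bias-adjusted deviances do not.

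The genes tested numbered 11098, against the paper's 10566, with 491 DEGs against the paper's 517 in OVE853, 622 against the paper's 627 in OVE918, 370 common DEGs against the paper's 384, and 170 common reduced genes against the paper's 183. Tgfb1 rose by a factor of 6.43 in OVE853 and 14.3 in OVE918, against about 6.5 and about 14 in Fig. 2E,F, read by eye. The first components held 35.5% and 27.6%, against about 36% and about 28% in Fig. 2A, read by eye. For Col1a1, Tnc and Fn1 the paper's fold values of 3.2, 3.8 and 2.5 equal the log2 fold changes of OVE918, 3.18, 3.78 and 2.52, whereas the fold changes on the linear scale were 9.04, 13.7 and 5.73.

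The paper finds the same trend in 383 of its 384 common DEGs, and its tables mark Chi3l1 as opposite, whereas 370 of 370 share it here. Chi3l1 was reduced in OVE853 in both. Its log2 fold change of 1.67 in OVE918 was not past the FDR limit here (FDR = 0.0698, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was with DESeq2, no robust estimation, voom and the fits without WT replicate 3 or OVE918 replicate 2.

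The paper finds the majority of 12 EMT genes elevated in both lines, and Acta2 and S100a4 elevated in OVE918. Here Itga5 did not reach the minimum fold change, at 0.98 in OVE853 and 0.65 in OVE918. It was called in OVE853 with the R number, FDR alone and without WT replicate 1, WT replicate 2 or OVE853 replicate 2, and in OVE918 with FDR alone. Cdh2 (0.69) and Sdc1 (0.78) were called in OVE853 with FDR alone, and none of the settings called Itgb1 in either line or Cdh2 and Lama5 in OVE918. Cdh1 (-0.76 and -0.61) in both lines and Acta2 in OVE918 (0.65) were called with FDR alone, and S100a4 in OVE918 (0.75) under none.

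Lcn2 in OVE918 (1.59) was called with DESeq2 and without OVE918 replicate 2. Tek (2.22 and 2.06) was called in both lines with DESeq2, no robust estimation, voom and without WT replicate 3, and in OVE853 also without WT replicate 1. Gpnmb in OVE853 (1.22) was called with DESeq2, no robust estimation, the R number, voom and without WT replicate 1 or OVE918 replicate 4. Slc1a3 in OVE918 (-1.76) was called with DESeq2, no robust estimation, the R number, RIN and without WT replicate 1, WT replicate 2 or OVE918 replicate 1. Calb2 was called in OVE853 (-4.50) with filterByExpr, no robust estimation, the R number, RIN and voom, and in OVE918 (-3.39) with no robust estimation and the R number. Stmn3 was called in OVE853 (-3.82) with DESeq2, filterByExpr, no robust estimation, the R number, RIN and voom, and in OVE918 (-2.90) with DESeq2, no robust estimation and the R number. Cplx3 in OVE918 (-2.58) was called with DESeq2, filterByExpr, no robust estimation, the R number and without WT replicate 1 or 2, and Scg2 in OVE918 (-2.36) with DESeq2, no robust estimation and without WT replicate 1.

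Of the ER stress genes, which the paper lists as elevated, FDR alone called Calr, Canx, Hsp90b1, Hspa5, Pdia4, Pdia6, Ptpn1, Wfs1 and Xbp1 in OVE853 and Canx, Pdia3, Pdia4, Ptpn1, Ptpn2, Wfs1 and Xbp1 in OVE918 in addition to those past the threshold. Pdia4 in OVE918 (0.92) and Pdia6 in OVE853 (0.83) were also called without WT replicate 1, while Pdia3 (0.40) and Ptpn2 (0.20) in OVE853 were called under none. Bmp7 in OVE853 (-0.97) was called with FDR alone and without OVE853 replicate 2, Id4 (-0.88) and Msx1 (-0.91) in OVE853 with FDR alone and without WT replicate 1, and Id4 in OVE918 (-0.61) and Dll1 in OVE853 (-0.66) under none. Dtx1 and Dtx4 were called in both lines with FDR alone. Jag1 in OVE853 (1.07) was called with DESeq2, upper-quartile normalization, the FPKM minimum in 6 libraries, no robust estimation and without WT replicate 1 or OVE918 replicate 4, and with both other sets of exon lengths, which were chosen after seeing the data.

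Lrrn1, Pxmp2, Serpina3m, Gjb2, Serpina3g, Sncg, Cartpt and Gng13, which the paper names, were under the FPKM minimum here and are tested with filterByExpr or no filter. With filterByExpr, Serpina3m had log2 fold changes of 4.63 and 4.98, Gjb2 of 4.38 and 4.86, Serpina3g of 3.68 and 4.08, Cartpt of -4.06 and -2.89, Gng13 of -3.70 and -2.82, Lrrn1 of -1.45 and -2.38 and Pxmp2 of -1.42 and -1.39, all past the threshold in both lines, while Sncg (-4.14 and -3.42) had an FDR of 0.0518 and 0.0524 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.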

Other observations

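The tests on the dissected tissue were chosen only after the results were seen, and those on imprinted, proliferation and immediate early genes after the results of single genes were seen.

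Of the 10 splits of the OVE853 and WT libraries, 1 gave as many DEGs, the real one, and the next highest gave 0. With 3 libraries in each group the share cannot be under 0.1, so that this test is not decisive. Of the 35 splits of the OVE918 and WT libraries, 1 gave as many, and the next gave 1. For the common DEGs 1 of 100 splits did, and the next highest gave 356, in a split that leaves the 3 WT libraries together and exchanges libraries between the lines.

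Non-pigmented ciliary epithelium markers summed to 1231 ± 328 CPM in WT (SD, n = 3), 349 ± 15.3 CPM in OVE853 (SD, n = 3) and 127 ± 41.1 CPM in OVE918 (SD, n = 4). All 7 genes of the list are expressed in WT, 5 are named by the paper, and 7 of 7 were higher in every WT library than in every other library, where 0.833% of genes are by chance. RNA of ciliary epithelium in the WT pools and a fall of these genes in the transgenic epithelium cannot be told apart, since no library of ciliary tissue was measured. The sum of pigmented epithelium markers, 8 of 10 expressed, was lower in both lines, from 169 ± 49.9 to 63.2 ± 21.8 and 58.5 ± 20.1 CPM, but the 3 genes tested had median log2 fold changes of only -0.23 and -0.45, and 3 of 8 were higher in every WT library, so that a few genes carry the sum. Müller glia markers, 8 of 8 expressed and 2 named by the paper, fell from 4606 ± 896 to 2530 ± 172 and 2943 ± 189 CPM.

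The other lists gave, in WT, OVE853 and OVE918, 851 ± 793, 225 ± 54.5 and 241 ± 99.9 CPM for retinal neurons (24 of 26 expressed, 394 CPM in WT without WT replicate 3), 79.6 ± 56.3, 50.1 ± 16.8 and 85.9 ± 39.0 CPM for photoreceptors (12 of 16, 47.6 CPM in WT without WT replicate 3), 960 ± 700, 125 ± 17.0 and 91.5 ± 30.5 CPM for cornea (3 of 8, 612 CPM in WT without WT replicate 3, and 32.2, 51.1 and 37.7 CPM without Aldh3a1, which the paper names), 30111 ± 12773, 37592 ± 22419 and 65534 ± 25658 CPM for lens fiber cells (17 of 17, 24686 CPM in OVE853 without OVE853 replicate 2), 37.5 ± 16.7, 63.7 ± 16.3 and 64.3 ± 25.4 CPM for macrophages (6 of 12), 55.2 ± 57.3, 25.0 ± 7.68 and 26.6 ± 6.27 CPM for endothelium (4 of 7, with 121 CPM in WT replicate 3, 22.2 CPM in WT without it and, for the 2 genes tested, median log2 fold changes of 0.68 and 1.15), and 32.3 ± 11.1, 18.8 ± 13.9 and 38.5 ± 26.2 CPM for erythrocytes (3 of 5, 11.1 CPM in OVE853 without OVE853 replicate 1). Without Aldh3a1 the cornea sum is mostly Col8a2, and members of this list went both ways. Neither Col8a2 nor Krt14 was lower in the lines. Krt12 had 17, 17 and 140 counts in WT replicates 1, 2 and 3 and 0 counts in every OVE853 and OVE918 library. RNA of cornea in the WT pools is therefore not excluded. Male genes (4 of 4) gave 32.5 ± 28.3, 101 ± 50.2 and 76.3 ± 35.9 CPM, and the female list (1 of 1) 761 ± 302, 901 ± 465 and 635 ± 191 CPM. WT replicate 2 had 0 CPM of the male genes, against 52.1 and 45.5 CPM in the other WT libraries, although the paper states an equal distribution of males and females.

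Imprinted genes were tested as a list because H19 and Zim1 rose in both lines. Of 32 genes 19 were tested, and 10 were higher in OVE853 and 8 in OVE918. The camera p was 0.100 in OVE853 and 0.332 in OVE918, and 5.74e-05 and 7.84e-04 without WT replicate 3. With all libraries the fry p was 0.0117 in OVE853 and 0.106 in OVE918. A release of imprinted genes as a group cannot be told apart from changes of single genes, since members go both ways and the camera p depends on 1 library.

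Proliferation genes, 27 of 30 tested, had median log2 fold changes of 0.49 in OVE853 and 0.60 in OVE918, with 26 and 27 of 27 higher. The medians were 0.19 and 0.27 without WT replicate 3, and 0.32 in OVE853 without OVE853 replicate 3. With all libraries the camera FDR was 0.00300 and 5.28e-04 (Benjamini-Hochberg over 9 tests) and the fry p 0.127 and 0.0700, while without WT replicate 3 the camera p was 0.100 and 0.0125. Higher proliferation in the plaque cannot be told apart from the low level of these genes in WT replicate 3, whose sum was 272 CPM against 572 and 550 CPM in the other WT libraries. Immediate early genes, 15 of 20 tested, had a camera p of 0.915 in OVE853, 0.350 in OVE918 and 0.100 between the lines.

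Of the pathway lists, the ATF6 and XBP1 genes of the unfolded protein response (8 of 8 tested) had a median log2 fold change of 0.27 in OVE853 (camera FDR = 0.164) and 0.61 in OVE918 (camera FDR = 8.99e-04), with 0.33 between the lines (camera FDR = 0.00283). The PERK and ATF4 genes (3 of 7 tested) had -0.90, 0.22 and 1.13 (camera FDR = 0.164, 0.767 and 0.00390), the SMAD response genes (9 of 11) 0.15, 0.01 and -0.38 (0.645, 0.104 and 9.17e-04) and the EMT transcription factors (2 of 6) 0.42, 0.27 and -0.15 (0.191, 0.444 and 0.476), all with Benjamini-Hochberg adjustment over 5 lists. These medians rest on single libraries. For the ATF6 and XBP1 genes in OVE853 it was 0.17 without OVE853 replicate 1. For the PERK and ATF4 genes it was -0.52 in OVE853 and 0.61 in OVE918 without WT replicate 3, and in OVE918 0.08 and 0.10 without WT replicates 1 and 2 and -0.04 and 0.02 without OVE918 replicates 2 and 4. For the SMAD response genes in OVE853 it was 0.60, -0.09 and 0.23 without WT replicates 1, 2 and 3 and 0.39, 0.50 and -0.01 without OVE853 replicates 1, 2 and 3, and in OVE918 0.09, -0.20 and -0.10 without WT replicates 1, 2 and 3 and -0.37, 0.03 and -0.22 without OVE918 replicates 2, 3 and 4, with -0.68 between the lines without OVE918 replicate 2. For the EMT transcription factors it was 0.17 in OVE918 and -0.25 between the lines without OVE918 replicate 2, and -0.03 between the lines without OVE918 replicate 4.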
